# Moderate static magnetic fields enhance antitumor CD8^+^ T cell function by promoting mitochondrial respiration

**DOI:** 10.1038/s41598-020-71566-x

**Published:** 2020-09-03

**Authors:** Xiaoyan Zhu, Yan Liu, Xianxia Cao, Haifeng Liu, Ao Sun, Hao Shen, Jingyao Zhao, Ronghong Li, Ligang Wu, Zhicai Fang, Hui Wang, Qiwei Zhai

**Keywords:** Adaptive immunity, Tumour immunology, Immunology

## Abstract

With the discovery of magnetoreceptor mechanisms in animals, it materialized the novel applications of controlling cell and animal behaviors using magnetic fields. T cells have shown to be sensitive to magnetic fields. Here, we reported that exposure to moderate SMFs (static magnetic fields) led to increased granule and cytokine secretion as well as ATP production and mitochondrial respiration from CD8^+^ T cells. These effects were inhibited by knocking down the *Uqcrb* and *Ndufs6* genes of mitochondrial respiratory chain, whose transcriptions were regulated by candidate magnetoreceptor genes *Isca1* and *Cry1*/*Cry2*. SMF exposure also promoted CD8^+^ T cell granule and cytokine secretion and repressed tumor growth in vivo. SMFs enhanced CD8^+^ T cell cytotoxicity, and the adoptive transfer into tumor-bearing mice resulted in enhanced antitumor effects. Collectively, our study suggests that moderate SMFs enhance CD8^+^ T cell cytotoxicity by promoting mitochondrial respiration and promoted the antitumor function of CD8^+^ T cells.

## Introduction

T cells are critical components of the adaptive immune system. T cells can be divided into CD4^+^ T cells and CD8^+^ T cells based on the surface expression of CD4 and CD8; these cells are linked to different T cell functions^1^. CD4^+^ T cells are also called helper T cells, which support the activity of other immune cells by releasing T cell cytokines such as IFNγ, IL-4, IL-17 and TNFα^2^. CD8^+^ T cells are also called cytotoxic T lymphocytes (CTLs), which mediate the direct killing of infected, damaged, and dysfunctional cells and play critical roles in antitumor immunity^3^. The cytolytic targeted killing of cancer cells by CTLs requires perforin-mediated release of granzymes, mainly granzyme B, from cytotoxic granules^4^. In addition, CTLs can eliminate cancer cells or virally infected cells by secreting cytokines such as IFNγ and TNFα^3,5^.

The magnetic field is an important physical factor similar to the temperature and pressure existing in the environment. Depending on intensity, static magnetic fields (SMFs) can be classified as weak (< 1 mT), moderate (1 mT–1 T), strong (1–5 T), and ultrastrong (> 5 T)^6^. Many animals sense geomagnetic field (25 − 65 μT) for the purpose of orientation or to navigate and migrate over long distances^7^. Cryptochromes (Cry) have been reported to be the best biochemical magnetoreceptor candidates in animals such as birds and *Drosophila*, which mediate light-dependent magnetosensitivity via a radical-pair reaction^8–10^. Another magnetoreceptor candidate, an iron-sulfur cluster assembly protein 1 (Isca1), has been reported to form a rod-like complex with Cry and works like a biocompass^11^.

In addition, a lot of recent studies have shown that SMFs have various cellular effects on cells^12–16^. It seems that strong and ultrastrong SMFs have harmful effects on normal cells, such as altering cleavage planes, changing the orientation and morphology of mitotic spindles and causing DNA damage^15,17,18^. However, moderate SMFs showed much fewer harmful effects on normal cells and exhibited great potential in changing cell behaviors, including altering stem cell proliferation, promoting osteoclast differentiation, impairing cancer cell proliferation, enhancing oligodendrocyte differentiation and promoting neurotrophic factor secretion^12–14,19^. With the discovery of magnetoreceptor genes and related mechanism models^9,11,20,21^, it materialized the novel applications of controlling cell and animal behaviors based on magnetoreceptor mechanisms.

T cells have presented to be sensitive to SMFs. Exposure to strong SMFs (> 3 T) has been reported to induce genotoxic effects and increase apoptosis of human T lymphocytes^18,22^. Moreover, exposure to 1.5 T SMFs leads to suppress the release of cytokines IL-6, IL-8, and TNF-α, but assists the production of IL-10 of human lymphocytes and macrophages^23^. These results suggest that strong SMFs can change the behavior of T cells. However, the underlined mechanism of SMFs influencing T cell behavior is largely unknown, and lacks in vivo evidence.

In the present study, we studied the cellular effects of moderate SMFs on T cells using magnetic intensity of 0.3 T and 0.6 T in mouse model. We found that exposure to moderate SMFs led to increased granule and cytokine secretion from CD8^+^ T cells as well as elevated ATP production and mitochondrial respiration. These effects were inhibited by knocking down the *Uqcrb* or *Ndufs6* genes, which are related to mitochondrial respiratory electron transport chain. In addition, knocking down the magnetoreceptor genes *Isca1* or *Cry1*/*Cry2* led to reduced transcription of *Uqcrb* and *Ndufs6*, and also reversed the increased granule and cytokine secretion and ATP production of SMF treated CD8^+^ T cells. Moreover, SMFs enhanced CD8^+^ T cell cytotoxicity, and adoptive transfer of SMF-treated CTLs into tumor-bearing mice resulted in enhanced antitumor effects. Taken together, our study not only elucidate the molecular mechanism of SMFs in enhancing CD8^+^ T cell cytotoxicity by promoting mitochondrial metabolism, but also provides a new approach of promoting the antitumor function of CD8^+^ T cells using a physical method.

## Results

### Moderate SMF exposure enhances CD8^+^ T cell granule and cytokine secretion

To determine whether moderate SMFs affect T cell function, we first examined T cell activation upon T cell receptor (TCR) stimulation at different time points. Purified CD4^+^ T cells or CD8^+^ T cells from the spleens of C57/B6 mice were cultured in plates that were placed on permanent magnets with a magnetic intensity of 0.3 T or 0.6 T (as shown in Supplementary Fig. S1); control cells were cultured without magnets. The surface expression levels of T cell activation markers, including CD69, CD44 and CD25, were analyzed at 24 h, 48 h and 72 h after TCR stimulation. In addition, unstimulated cells were also compared. The results indicated that moderate SMFs did not affect the surface expression levels of T cell activation marker of both CD4^+^ T cells (Supplementary Fig. S2A-D) and CD8^+^ T cells (Supplementary Fig. S3A-D) with no stimulation. In the case of stimulation, the expression level of CD44 of CD4^+^ T cells revealed by the statistical analysis of MFI (mean fluorescence intensity) was higher in 0.3 T SMF-treated cells than in control cells at all time points (Supplementary Fig. S2E–H). However, for CD8^+^ T cells, CD25 was higher in 0.3 T SMF-treated samples at 48 h and 72 h (Supplementary Fig. S3E,G and H).

Next, we analyzed the effects of SMFs on cytokine secretion from both CD4^+^ T cells and CD8^+^ T cells. The cytokine production of purified CD4^+^ T cells showed no significant changes between SMF-treated cells and control cells at all time points (Supplementary Fig. S4). In contrast, the granule GzmB and cytokine production including IFNγ and TNFα from isolated CD8^+^ T cells cultured from 72 h after stimulation was significantly increased in both the 0.3 T and 0.6 T SMF-treated cells compared with the control cells (Fig. 1A,B), although there were no predominant changes at 24 h and 48 h after stimulation (Supplementary Fig. S5). Moreover, the 0.3 T SMF showed a more significant change in CD8^+^ T cell cytokine secretion than the 0.6 T SMF (Fig. 1A,B). To exclude if the effects were caused by foreign substance with no magnetism of permanent magnets, we also compared the effects of the sham group, with cell samples placed on metal blocks with no magnetism of the same size of 0.3 T permanent magnets. The results showed that there was no significant changes in CD8^+^ T cell cytokine secretion between the control group (without magnets) and the sham group (Supplementary Fig. S6A, B). In addition, the granule GzmB and cytokine production of CD8^+^ T cells was significantly increased in 0.3 T magnet-treated cells compared with the sham group as well as the control group (Supplementary Fig. S6A, B). Consequently, the expression levels of gene products commonly found in CD8^+^ T cell granules and cytokine secretion were also validated. The mRNA expression levels of *Gmzb* and *Ifnr* were upregulated in 0.3 T SMF-treated cells compared with those in control cells; however, *Tnf* gene expression showed no significant change (Fig. 1C).

**Figure. 1:**
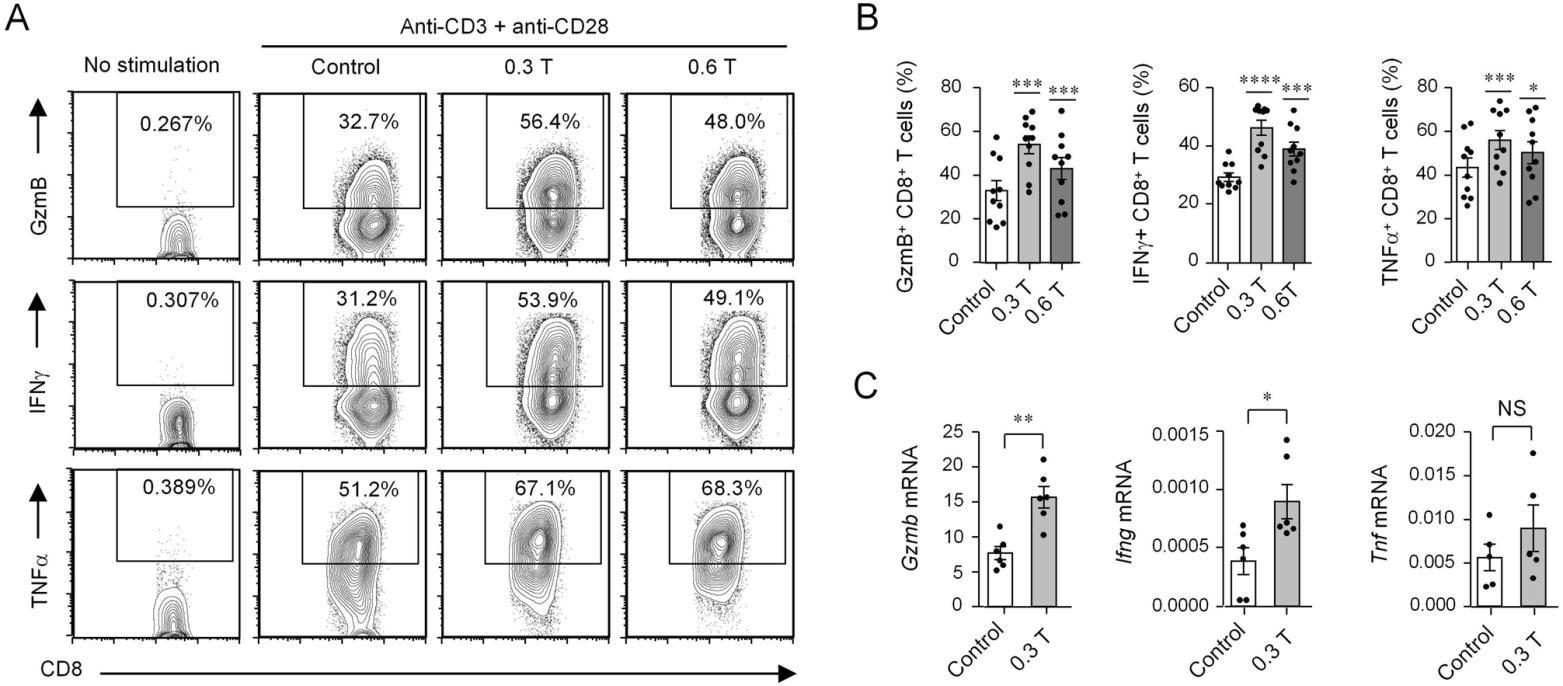
Moderate SMFs enhance CD8^+^ T cell granule and cytokine secretion at 72 h stimulation. (**A**) Cytokine/granule production of stimulated mouse CD8^+^ T cells analyzed by flow cytometry. Cell samples were stimulated with anti-CD3 and anti-CD28 antibodies in the presence of 0.3 T or 0.6 T permanent magnets, and control cells were treated without magnets. Cell samples with no stimulation were used to show the baseline of cytokine secretion. (**B**) Percentage statistics for the expression of GzmB, IFNγ and TNFα of CD8^+^ T cells stimulated for 72 h (**B**, n = 10). (**C**) Relative transcriptional levels of *Gmzb*, *Tnfa*, and *Ifng* in 0.3 T SMF-treated and control CD8^+^ T cells (n = 6). The cell samples were stimulated with anti-CD3 and anti-CD28 antibodies for 72 h. All the relative transcription levels of target genes were normalized to β-actin. Data were analyzed by Student’s t-test; NS, no significance, *p < 0.05; **p < 0.01; ***p < 0.001, ****p < 0.0001. Error bars indicate the s.e.m. Data are representative of or combined from at least three independent experiments.

We further examined whether 0.3 T SMF affected the proliferation and survival of CD8^+^ T cells. We assessed the cell proliferation of CD8^+^ T cells by the CFSE labeling assay; SMF-treated cells showed a comparable ratio of cycling cells as that of control cells (Supplementary Fig. S7A). Moreover, no significant changes in T cell apoptosis and death were detected between SMF-treated cells and control cells (Supplementary Fig. S7B, C). Taken together, the above data indicated that SMFs promoted CD8^+^ T cell granule and cytokine secretion without affecting cell proliferation or survival, and SMFs had no obvious effects on the cytokine production of CD4^+^ T cells.

### Moderate SMF exposure promotes the transcription of genes related to mitochondrial respiratory electron transport chain

Next, we sought to determine the underlying mechanism of the enhanced effector function of mouse CD8^+^ T cells induced by SMFs. 

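RNA-Seq was performed on 6 libraries of mouse CD8+ T cells, 2 for each of 3 groups. The groups were fresh unstimulated cells, cells stimulated with anti-CD3 and anti-CD28 antibodies for 72 h in the 0.3 T static magnetic field (SMF), and control cells stimulated for 72 h without magnets. The libraries were made from total RNA with a kit that keeps the strand of each transcript. The authors deposited 1 file per library with the abundance of 137767 annotated transcripts, estimated by StringTie 1.3.5 on the mouse genome GRCm38 with the GENCODE M19 annotation. The file headers show that only annotated transcripts were quantified and that the reads were treated as stranded; the paper's text does not name the aligner. Abundance is given as FPKM, the fragments mapped to a transcript scaled to its length and to the size of the library, and the FPKM of a gene was summed here over its transcripts. The files hold no read counts. Depth was therefore taken as the bases covered, the deposited coverage of each transcript times its length. It came to 67.4 and 132 Mb in the unstimulated libraries, 64.4 and 172 Mb in the control libraries, and 259 and 227 Mb in the SMF libraries. Among the genes tested, 17.3% and 9.34% were listed at 0 in the unstimulated libraries, 19.7% and 9.17% in the control libraries and 11.9% and 11.3% in the SMF libraries, so a 0 in control replicate 1 carries less weight than one elsewhere. Protein-coding genes took 69.2% and 68.7% of the summed FPKM in the SMF libraries, against 49.1% and 50.5% in the control libraries and 49.3% and 49.7% in the unstimulated libraries.
The folder names in the file headers carry dates, which were taken here as sequencing runs. Replicate 1 of the unstimulated and control cells came from June 2017, replicate 2 of both from November 2017, and both SMF libraries from October 2018. None of the 3 runs held both SMF and control libraries (0 of 3). For SMF against control, no comparison within a run and no fit with the run as a term was therefore possible. The run and the field cannot be told apart in any comparison of SMF with control. The series record also states that its samples were replaced after the first deposit; whether the figures of the paper used the same files is not known here. Differences were tested with limma, a linear model for expression values, on log2(FPKM + 1) over all 6 libraries, for the 14991 of 54446 genes with a mean of at least 1 FPKM. Fold changes are on this scale, which understates the changes of low genes.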

Cell samples, including unstimulated fresh CD8^+^ T cells and stimulated CD8^+^ T cells with or without exposure to 0.3 T magnets, were subjected to RNA-Seq-based transcriptome analysis (data available on GEO: GSE113858). 

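By a fold change of at least 2 and an unadjusted p of at most 0.05 in limma's test, 1868 genes were higher and 857 lower in SMF-treated cells than in control cells. The excess of higher genes depended on the scaling. The median log2 fold change over all genes tested was 0.32, and with every library shifted to one median, 877 genes were higher and 1441 lower. Both SMF libraries lay above both control libraries for 5613 genes (37.4%) and below them for 2601 genes (17.4%), where chance gives 16.7% each way. The group means of FPKM + 1 were at least 2-fold apart for 5540 genes, of which 3489 were higher in SMF-treated cells. Between replicates, 2854 genes were 2-fold apart in the SMF group, 4885 in the control group and 4890 in the unstimulated group. Between single SMF and control libraries the numbers were 7197 and 6937 with control replicate 1, and 5562 and 5061 with control replicate 2. Pearson's r across genes, which are not independent replicates, was 0.90 between the SMF libraries and 0.83 between the control libraries. It was 0.82 and 0.85 between the SMF libraries and control replicate 2, and 0.75 and 0.77 between them and control replicate 1. The run and the field remain confounded in all of these counts.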

Two main clusters of genes with a fold change ≥ 2 were identified by functional enrichment analysis. Cluster 1 contained 198 genes that mainly participated in mRNA metabolic processes and RNA processing (Supplementary Fig. S8A). 

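Families of RNA processing genes, chosen by symbol, comprised 212 genes, such as those of small nuclear ribonucleoproteins, splicing factors, the exosome, RNA helicases and translation initiation factors. Of the 203 that were tested, 186 were higher in SMF-treated cells than in control cells, with a median log2 fold change of 0.97. At a fold change of 2 and an unadjusted p of 0.05, 67 were higher and 0 lower, and 159 had no overlap between the SMF and control libraries. After Benjamini-Hochberg adjustment of limma's p over all genes, 0 passed 0.05, and adjusted over the list alone, 7 passed. As a set they ranked above the other genes in limma's camera test with its preset correlation of 0.01 between genes (adjusted p = 4.31e-13 over the 4 lists tested). With the correlation estimated from the data, limma's camera gave an adjusted p of 0.0747, while fry, limma's rotation test, gave 0.00745. With the trend on transcript length removed, which moved this median most, it was 0.60. The SMF libraries came from a run without control libraries, so these values do not separate the field from the run.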

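The symbol list of nuclear-encoded subunits of respiratory complexes I to V held 79 genes, of which 78 were tested. In SMF-treated cells 74 of them were higher than in control cells. Their median log2 fold change was 1.12, against 0.32 over all genes, and ranged from -0.86 to 3.99. By the thresholds on fold change and unadjusted p, 30 were higher and 0 lower, and in 60 both SMF libraries exceeded both control libraries. None passed 0.05 (0 genes) when limma's p was adjusted by Benjamini-Hochberg over all genes, and 16 passed when adjusted over the list alone. The set's adjusted p in limma's camera test was 5.08e-10 with the preset correlation. It was 0.0895 with the estimated correlation and 0.0139 with fry from limma. The 13 subunits encoded by the mitochondrial genome could not be compared. All 37 genes of the mitochondrial chromosome were listed at 0 in every library, whereas each of the 21 other chromosomes had genes above 0, so these zeros are not read as absence of the transcripts. As for the other gene sets, SMF and control libraries share no run.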

Cluster 2 contained 24 genes that participated in adenosine triphosphate (ATP) synthesis and respiratory electron transport chain in mitochondria (Supplementary Fig. S8A). The genes of cluster 2 attracted our attention because genes in the respiratory electron transport chain include various genes encoding iron-sulfur cluster proteins, which possess strong magnetic properties and are considered candidates for magnetoreceptor proteins^11,20^. Specifically, 10 genes from cluster 2 which were closely related to mitochondrial respiratory electron transport chain were obviously upregulated in SMF-treated cells compared with those in control cells based on two replicates of RNA-seq analyses (Supplementary Fig. S8B). Therefore, we speculated that SMFs enhanced CD8^+^ T cell granule and cytokine secretion by upregulating the expression of gene related to mitochondrial respiratory electron transport chain. Consequently, the gene expression levels of these 10 genes were validated by real-time PCR analysis. 

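The 10 genes, which the primer list names, were *Uqcrb*, *Ndufs6*, *Ndufa10*, *Idh3b*, *Uqcrc2*, *Atp6v0b*, *Ndufa13*, *Ndufc1*, *Uqcrfs1* and *Atp5k*. They are called the 10 respiratory chain genes here because the paper relates them to that chain. Of the 10, 8 are in the list of subunits of complexes I to V, and *Idh3b* and *Atp6v0b* are not. Mean FPKM was higher in SMF-treated cells than in control cells for 10 of 10, and for 9 of 10 the libraries of the groups did not overlap. The fold change on the log2(FPKM + 1) scale was at least 2 for 9 genes. *Ndufs6*, *Ndufa10*, *Idh3b*, *Atp6v0b*, *Ndufc1* and *Atp5k*, 6 of the 10, also had an unadjusted p of at most 0.05 in limma's test.
*Uqcrb* (ENSMUSG00000021520.4), a subunit of complex III, lies on chromosome 13 of GRCm38 from 66900617 to 66905378. It had 55.8 and 59.1 FPKM in the SMF libraries and 5.23 and 41.2 FPKM in the control libraries, a log2 fold change of 1.85 (standard error 0.93, adjusted p = 0.309 from limma with Benjamini-Hochberg adjustment). Its unadjusted p in limma's test was 0.0917, and its log2 fold change was 0.47 without control replicate 1. With replicate number as a block, *Uqcrb* was called, with a standard error of 0.65 and an unadjusted p of 0.0296 in limma's test. The block also called *Uqcrfs1*, and *Atp5k* lost its call with an unadjusted p of 0.0554 in the same test. Both SMF libraries came from the same run, so their replicate numbers match no run of the control libraries. These block calls rest on a pairing that the design does not give. *Ndufs6* (ENSMUSG00000021606.8), a subunit of complex I, lies on the same chromosome from 73319838 to 73328542. It had 72.7 and 56.4 FPKM in the SMF libraries, was listed at 0 in control replicate 1 and had 17.6 FPKM in control replicate 2. Its log2 fold change was 3.92 (standard error 1.28, adjusted p = 0.185 from limma with Benjamini-Hochberg adjustment), and 1.81 without control replicate 1. *Idh3b* had the smallest unadjusted p, 0.00582, with 42.6 and 50.2 FPKM in the SMF libraries against 18.9 and 17.0 in the control libraries. *Ndufa13* overlapped, with 13.5 and 20.9 FPKM in the SMF libraries against 9.20 and 17.6 in the control libraries.
Over the 10 genes the adjusted p from limma with Benjamini-Hochberg adjustment ran from 0.146 to 0.714 over all genes, and 0 genes passed 0.05. Adjusted over the list alone the smallest was 0.0503, again with 0 genes under 0.05, and this is not counted as independent evidence, since the study chose the list from its RNA-Seq data; whether from these libraries is not known here. The median log2 fold change was 1.57, and the set's adjusted p was 5.52e-04 in limma's camera, 0.159 in camera with the estimated correlation and 0.0434 in fry. Control replicate 1 decided much of the size. Without it the median was 0.70, and 4 of the 10 genes were at least 2-fold above control replicate 2, against 9 of 10 above control replicate 1. The control replicates were at least 2-fold apart in 8 of the 10 genes and the SMF replicates in 0. An exon of 6 of the 10 genes, *Uqcrb* and *Ndufs6* among them, faces an exon of another gene on the opposite strand, so their values also rest on how reads were assigned to strands. The SMF libraries were run apart from the control libraries.
From the rise of these genes in both replicates, the paper speculates that the SMF enhances granule and cytokine secretion by raising the expression of respiratory chain genes, and it went on to measure the 10 genes by real-time PCR (Fig. 2A).

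**Figure D1:**
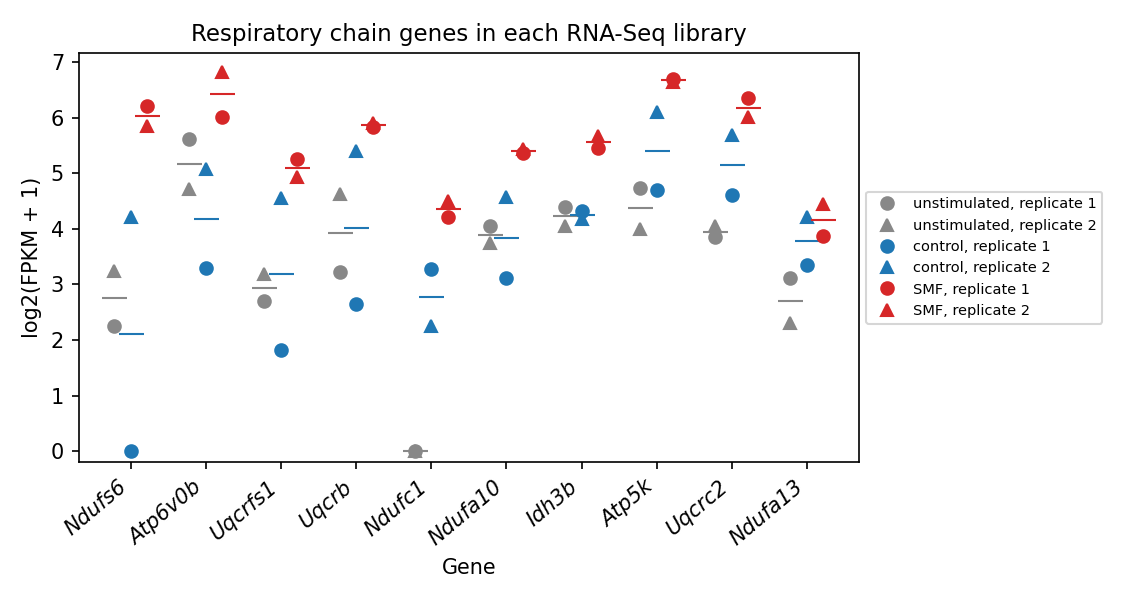
log2(FPKM + 1) of the 10 selected genes, 8 of them respiratory chain subunits, in each of the 6 libraries, coloured by group. Circles are replicate 1, triangles replicate 2 and dashes the group mean of the log2 values. The SMF symbols lie above both control symbols in 9 of 10 genes and overlap with them in *Ndufa13*, and the 2 control symbols lie far apart in most genes.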

The results revealed that, among these genes, *Uqcrb* and *Ndufs6* were significantly upregulated in SMF-treated cells compared with control cells (Fig. 2A).

**Figure. 2:**
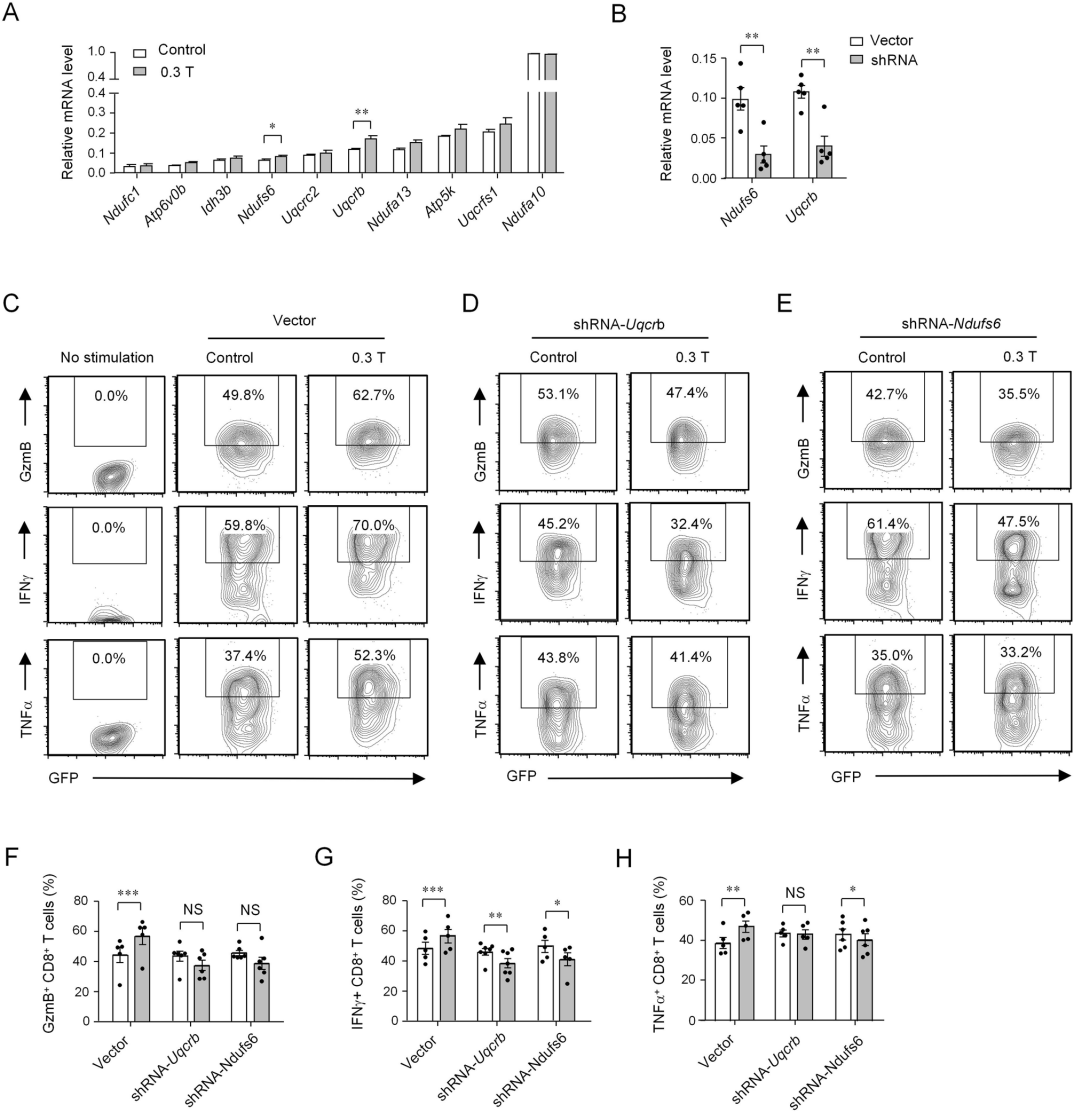
Moderate SMFs enhance the granule and cytokine secretion of CD8^+^ T cells by modulating the expression of genes related to mitochondrial respiratory electron transport chain. (**A**) Relative transcriptional levels of genes related to mitochondrial respiratory electron transport chain in 0.3 T SMF-treated CD8^+^ T cells stimulated with anti-CD3 and anti-CD28 antibodies for 72 h and control cells without magnets (n = 3–7). (**B**) Analysis of *Uqcrb* and *Ndufs6* mRNA levels in control and knockdown CD8^+^ T cells (n = 5). All the relative transcription levels of target genes were normalized to β-actin. (**C**–**E)** Cytokine/granule production of knockdown CD8^+^ T cells cultured in the presence or absence of 0.3 T magnets analyzed by flow cytometry. Cell samples were stimulated with anti-CD3 and anti-CD28 antibodies in the presence of 0.3 T magnets, and control cells were treated without magnets. Cell samples with no stimulation were used to show the baseline of cytokine secretion. (**F**, **G** and **H**) Percentage statistics for the expression of GzmB (**F**), IFNγ (**G**) and TNFα (**H**) of knockdown CD8^+^ T cells (n = 5–7). Cells transfected with shRNA-*Uqcrb* or shRNA-*Ndufs6* were compared with Vector. Data were analyzed by Student’s t-test; NS, no significance, *p < 0.05; **p < 0.01, ***p < 0.001. Error bars indicate the s.e.m. Data are representative of or combined from at least three independent experiments.

To verify whether *Uqcrb* or *Ndufs6* gene upregulation is required for 0.3 T SMF-induced enhanced granule and cytokine secretion in CD8^+^ T cells, we used a shRNA expression vector system to perform a knockdown assay. The knockdown efficiency of *Uqcrb* and *Ndufs6* in primary CD8^+^ T cells was tested by real-time PCR (Fig. 2B). Once *Uqcrb* or *Ndufs6* was efficiently knocked down, the enhanced CD8^+^ T cell granule and cytokine secretion in 0.3 T SMF-treated cells were effectively inhibited (Fig. 2C – H). Both of *Uqcrb* and *Ndufs6* gene knockdown led to decreased secretion of IFNγ in SMF-treated cells, and *Ndufs6* gene knockdown also led to decreased secretion of TNFα (Fig. 2C − H). These data suggested that 0.3 T SMF enhanced CD8^+^ T cell granule and cytokine secretion presumably by upregulating the expression of *Uqcrb* and *Ndufs6*.

### Moderate SMF exposure improves ATP production and mitochondrial respiration

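Compared with fresh unstimulated cells, the median log2 fold change of the nuclear-encoded respiratory chain subunits was 0.73 in control cells and 2.00 in SMF-treated cells. For the 10 selected respiratory chain genes the medians were 0.17 and 2.05, and for mitochondrial ribosomal proteins, a further class of nuclear-encoded mitochondrial genes, 0.65 and 1.64. Unstimulated and control libraries shared their runs, so the first value of each pair is a comparison within runs and the second is not. Library by library, the median of the subunits was 0.87 and 0.86 higher in the SMF libraries than in control replicate 2, and 1.29 and 1.34 higher than in control replicate 1. The median difference between the control replicates was 0.22 and that between the SMF replicates -0.05, so the median rise of the subunits was larger than the median shift between replicates. Opposite changes of single genes cancel in such a median, so it does not measure the spread of single genes. The SMF replicates shared a run, so only the control value spans runs. The list of subunits includes 8 of the 10 genes that the study selected from its RNA-Seq data. Among the 70 tested subunits outside those 10, the median log2 fold change between SMF-treated and control cells was 1.11, with 66 higher and 26 past the thresholds. For the 10 selected genes, the SMF libraries were 0.75 and 0.71 above control replicate 2, less than the 1.43 between the control replicates. The field and the run cannot be separated in any of the comparisons with SMF.

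**Figure D2:**
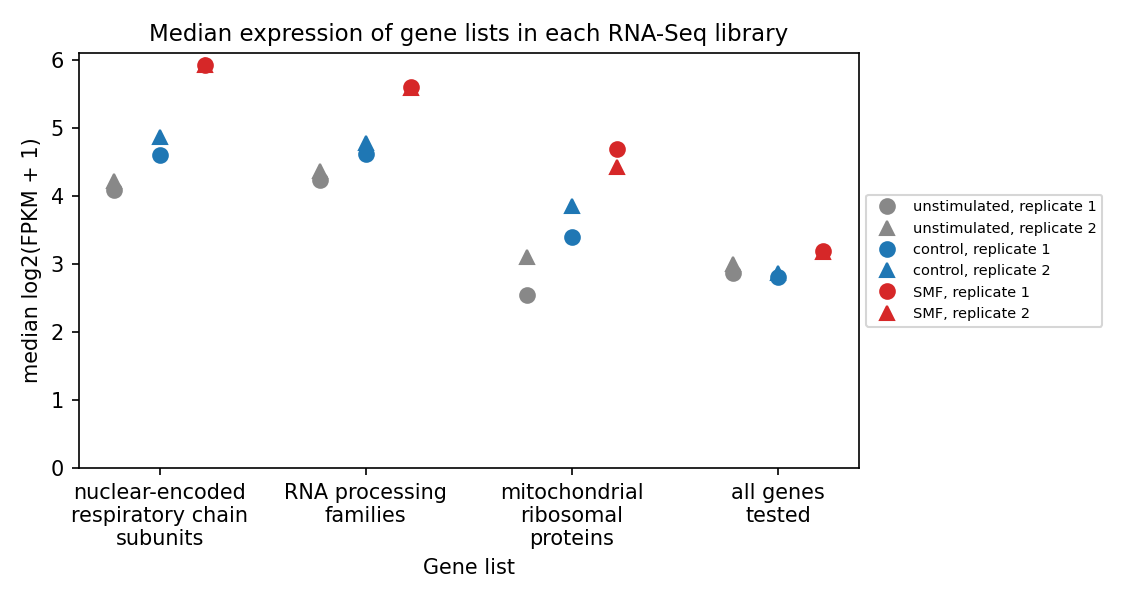
Median log2(FPKM + 1) in each of the 6 libraries of the nuclear-encoded respiratory chain subunits, the RNA processing families, the mitochondrial ribosomal proteins and all 14991 genes tested. The median of the subunits was 5.93 in both SMF libraries, 4.61 and 4.87 in the control libraries and 4.09 and 4.22 in the unstimulated libraries, while that of all genes tested ran from 2.82 to 3.19.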

The aforementioned data demonstrated that 0.3 T SMF promoted the expression of genes involved in ATP synthesis and respiratory electron transport chain in CD8^+^ T cells. This suggested that 0.3 T SMF may influence ATP production and mitochondrial respiration in CD8^+^ T cells. Thus, we assessed the concentration of ATP in CD8^+^ T cells in the presence and absence of 0.3 T SMF. The level of intracellular ATP was increased in SMF-treated CD8^+^ T cells compared with that in control cells cultured without SMFs (Fig. 3A). To further verify whether 0.3 T SMF influences mitochondrial respiration in CD8^+^ T cells, we next examined the oxygen consumption rate (OCR) in CD8^+^ T cells. The OCR was also elevated in SMF-treated CD8^+ ^T cells compared with that in control cells (Fig. 3B,C). Increased ATP levels and an ATP production rate, which is determined by subtracting the OCR in the presence of oligomycin (an ATP synthase inhibitor) from the OCR at baseline, were also observed in SMF-treated CD8^+^ T cells compared with those in control cells (Fig. 3B,D). In addition, the spare respiratory capacity (SRC) was also elevated (Fig. 3B,E). In contrast, analysis of the extracellular acidification rate (ECAR) in response to glucose showed that ECAR was decreased in SMF-treated CD8^+^ T cells compared with that in control cells (Fig. 3F,G). Moreover, the aforementioned data revealed that 0.3 T SMF enhanced CD8^+ ^T cell granule and cytokine secretion mainly by regulating the *Uqcrb* and *Ndufs6* genes of the respiratory electron transport chain. We wondered whether these two genes also regulated the ATP levels in CD8^+ ^T cells. The results of the knockdown assay revealed that knocking down either *Uqcrb* or *Ndufs6* can inhibit the increased ATP levels in SMF-treated CD8^+ ^T cells (Fig. 3H).

**Figure. 3:**
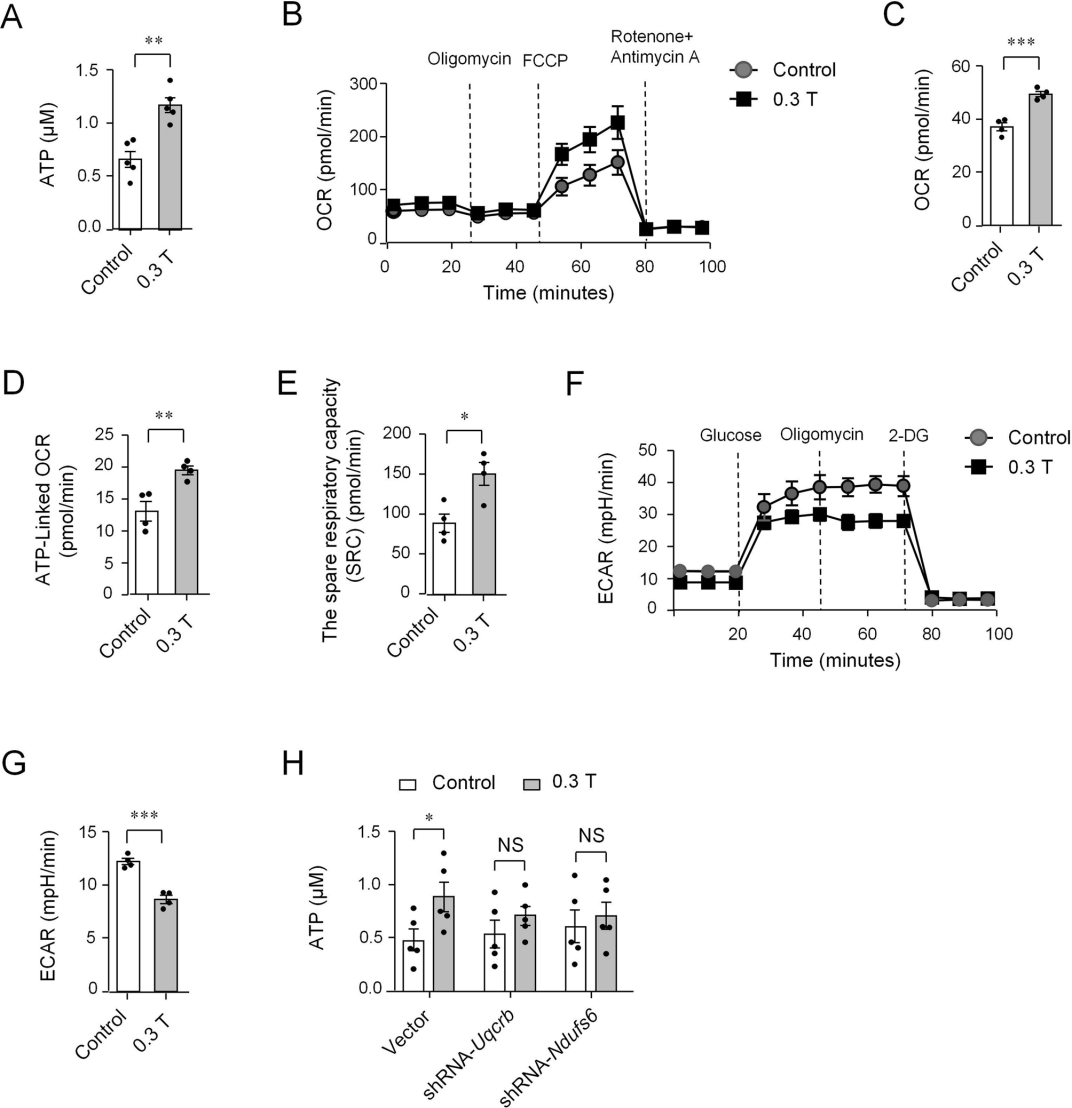
Moderate SMFs improves ATP production and mitochondrial respiration of CD8^+^ T cells. (**A**) The relative intracellular ATP concentration was measured in CD8^+^ T cells stimulated with anti-CD3 and anti-CD28 antibodies for 72 h (n = 5). (**B**) OCR of stimulated CD8^+^ T cells at baseline and in response to oligomycin, FCCP, and rotenone with antimycin as detected by the Seahorse MitoStress assay. (**C**) Baseline OCR of stimulated CD8^+^ T cells (n = 4). (**D**) ATP-linked OCR (baseline OCR minus the OCR in the presence of oligomycin) of stimulated CD8^+^ T cells (n = 4). (**E**) The spare respiratory capacity (SRC) of stimulated CD8^+^ T cells (n = 4). (**F**) ECAR of stimulated CD8^+^ T cells at baseline and in response to glucose, oligomycin, and 2-DG as detected by the Seahorse MitoStress assay. (**G**) Baseline ECAR of stimulated CD8^+^ T cells (n = 4). (**H**) ATP concentration of knockdown CD8^+^ T cells compared with that in cells transfected with vectors in the presence or absence of magnets (n = 5). Cell samples were treated with 0.3 T magnets, and samples treated without magnets were used as controls. Data were analyzed by Student’s t-test; NS, no significance, *p < 0.05; **p < 0.01; ***p < 0.001. Error bars indicate the s.e.m. Data are representative of or combined from at least three independent experiments.

### Moderate SMF promotes the transcription of Uqcrb and Ndufs6 via *candidate magnetoreceptor genes*

Because *Isca1* and *Cry1/Cry2* were identified as candidate magnetoreceptor genes^9,11,20,24^, we are curious if SMFs promotes the transcription of *Uqcrb* or *Ndufs6* via these candidate magnetoreceptor genes. 

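Of *Isca1*, *Cry1*, *Cry2* and the related gene *Isca2*, which is in the primer list, 0 of 4 passed a fold change of 2 with an unadjusted p of at most 0.05 in SMF-treated cells compared with control cells. *Isca1* (ENSMUSG00000044792.7), on chromosome 13 of GRCm38 from 59755409 to 59769810, had 19.0 and 11.7 FPKM in the SMF libraries and 11.2 and 7.47 FPKM in the control libraries. Its log2 fold change was 0.65 (standard error 0.50, adjusted p = 0.479 from limma with Benjamini-Hochberg adjustment), and from 0.32 to 0.98 with one SMF or control library left out. *Cry1*, on chromosome 10 from 85131700 to 85185064, overlapped between the groups, with 6.23 and 7.74 FPKM against 12.7 and 1.91 FPKM. Its log2 fold change of 0.33 was -0.79 without control replicate 2 and 1.45 without control replicate 1. *Cry2*, on chromosome 2 from 92403646 to 92434043, was near the lower limit, with 1.41 and 1.38 FPKM in the SMF libraries, a listing at 0 in control replicate 1 and 0.893 FPKM in control replicate 2. *Isca2* had 22.5 and 13.3 FPKM against 11.8 and 2.94 FPKM, a log2 fold change of 1.37 (adjusted p = 0.311 from limma with Benjamini-Hochberg adjustment) that was 0.52 without control replicate 2 and 2.22 without control replicate 1. The standard error was 1.06 for *Cry1* and 0.69 for *Isca2*. With replicate number as a block, 1 of the 4 was called: *Isca2*, at the same log2 fold change, with a standard error of 0.49 and an unadjusted p of 0.0312 in limma's test. Both SMF libraries came from the same run, so their replicate numbers match no run of the other groups. Deviations of same-numbered SMF and control libraries hardly went together across genes (correlation 0.02). The call of *Isca2* thus rests on a pairing that the design does not give. The SMF libraries shared no run with the controls.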

Our RNA-seq results indicated that *Isca1* and *Cry1/Cry2* were not included in the significant changing genes in 0.3 T SMF-treated CD8^+^ T cells compared with control cells (Supplementary Fig. S9A,B). Then we confirmed the expression levels of these candidate magnetoreceptor genes in the presence or absence of magnets. The expression of these genes exhibited no significant changes between 0.3 T SMF-treated cells and control cells (Fig. 4A), which was consistent with our RNA-seq data. Next, we performed knockdown assays of these candidate magnetoreceptor genes to detect if it will prevent the promoted transcription level of *Uqcrb* or *Ndufs6* in SMF treated CD8^+^ T cells. The knockdown efficiency was detected as shown in Fig. 4B. The transcription levels of both *Uqcrb* and *Ndufs6* were predominated reduced by knocking down either *Isca1* or *Cry1/Cry2* in the absence of 0.3 T magnets (Fig. 4C). In the presence of magnets, however, knocking down *Isca1* or *Cry1/Cry2* can only reverse the promoted transcription of *Uqcrb* (Fig. 4D), but has weak impacts on *Ndufs6*. This may be caused by the upregulation of *Uqcrb* and *Ndufs6* in the presence of magnets (Fig. 2A).

**Figure. 4:**
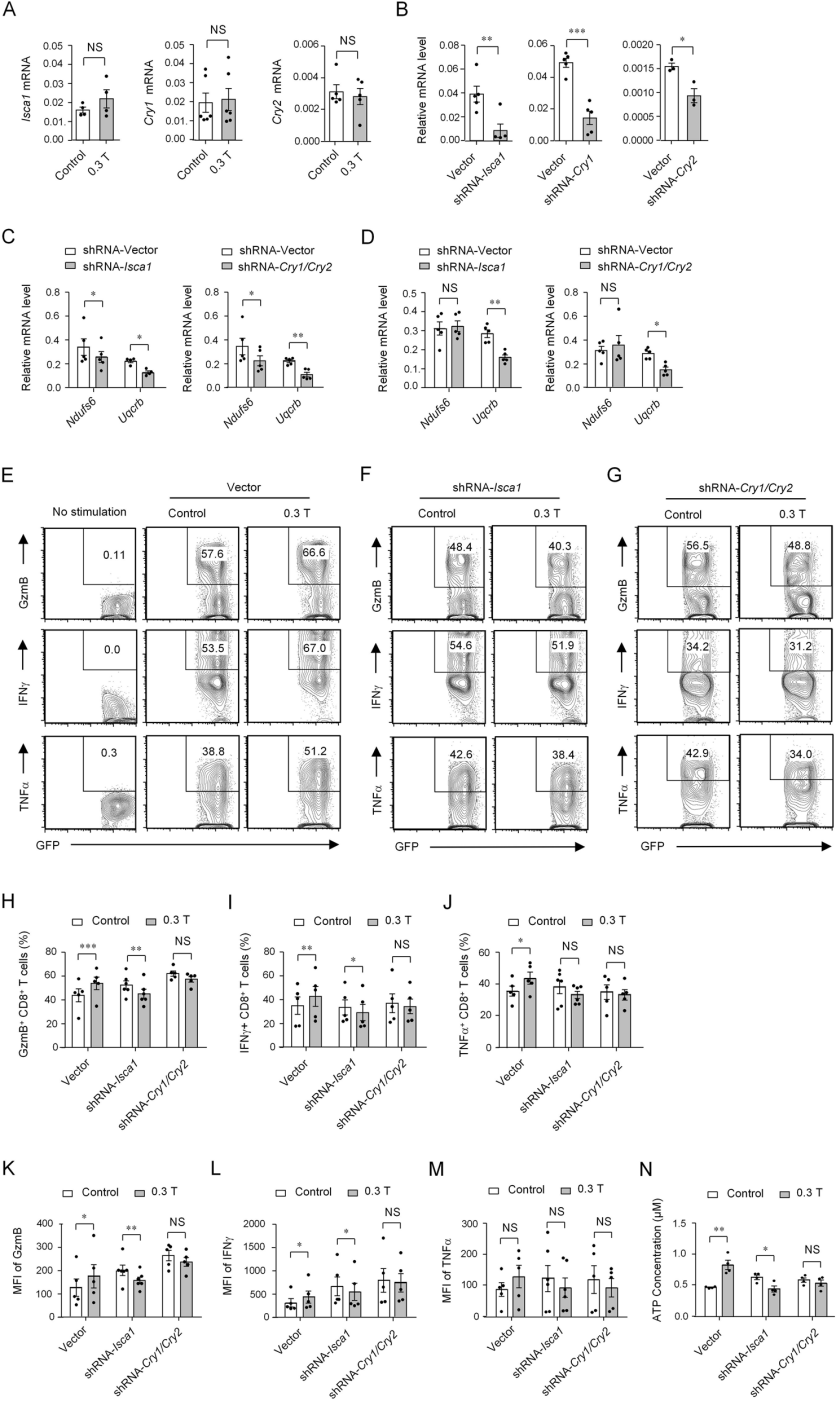
Candidate magnetoreceptor genes involve in modulating the transcription of *Uqcrb* and *Ndufs6*. (**A**) Relative transcriptional levels of candidate magnetoreceptor genes *Isca1*, *Cry1* and *Cry2* in 0.3 T SMF-treated stimulated CD8^+^ T cells and control cells (n = 4–6). (**B**) Analysis of mRNA levels of *Isca1*, *Cry1* and *Cry2* in control and knockdown CD8^+^ T cells (n = 4–5). (**C** and **D**) Analysis of *Uqcrb* and *Ndufs6* mRNA levels in control and *Isca1* or *Cry1*/*Cry2* knockdown CD8^+^ T cells treated without magnets (**C**) or with 0.3 T magnets (**D**) (n = 5). All the relative transcription levels of target genes were normalized to β-actin. (**E**–**G**) Cytokine/granule production of knockdown CD8^+^ T cells cultured in the presence or absence of 0.3 T magnets analyzed by flow cytometry. Cell samples were stimulated with anti-CD3 and anti-CD28 antibodies in the presence of 0.3 T magnets, and control cells were treated without magnets. Cell samples with no stimulation were used to show the baseline of cytokine secretion. (**H–M**) Percentage (H–J) and MFI (K–M) statistics for the expression of GzmB, IFNγ and TNFα of knockdown CD8^+^ T cells (n = 5–6). Cells transfected with shRNA-*Isca1* or shRNA-*Cry1/Cry2* were compared with Vector. (**N**) ATP concentration of knockdown CD8^+^ T cells compared with that in cells transfected with vectors in the presence or absence of magnets (n = 4). Data were analyzed by Student’s t-test; NS, no significance, *p < 0.05; **p < 0.01; ***p < 0.001. Error bars indicate the s.e.m. Data are representative of or combined from at least three independent experiments.

Then we examined the impacts of knocking down candidate magnetoreceptor genes on granule and cytokine secretion as well as ATP production of CD8^+^ T cells. The results revealed that either *Isca1* or *Cry1/Cry2* gene knockdown can prevent the enhanced CD8^+^ T cell granule and cytokine secretion in 0.3 T SMF-treated cells (Fig. 4E–M). Specially, *Isca1* gene knockdown reversed the enhanced GzmB and IFNγ secretion of 0.3 T SMF-treated cells (Fig. 4H−M). Moreover, the results of the knockdown assay showed that knocking down *Isca1* or *Cry1/Cry2* can inhibit the increased ATP levels in 0.3 T SMF-treated CD8^+^ T cells, and *Isca1* had more obvious effects (Fig. 4N). Together, these data suggested that 0.3 T SMF promotes the transcription of *Uqcrb* or *Ndufs6* via candidate magnetoreceptor genes including *Isca1* and *Cry1/Cry2*, whose knocking down can prevent the increased granule and cytokine secretion as well as ATP production of 0.3 T SMF-treated CD8^+ ^T cells.

### Moderate SMF exposure enhances CD8^+^ T cell cytotoxicity

CD8^+^ T cells are also known as CD8^+^ CTLs, which kill cancer cells or infected cells by releasing perforin, granzymes, and cytokines^4,5,25^. Because the aforementioned results revealed that 0.3 T SMF enhanced CD8^+^ T cell granule and cytokine secretion, we wanted to determine whether 0.3 T SMF can promote the cytotoxicity of CTLs. LDH-based cytotoxicity assays were performed using stimulated CD8^+^ T cells isolated from the spleens of OT-I TCR transgenic mice as effector cells, which are ovalbumin-specific CD8^+^ T cells^26^. In addition, OVA_257–264_ pulsed tumor EL-4 cells were used as target cells^27,28^. The results demonstrated that 0.3 T SMF-treated CTLs showed enhanced cytotoxicity compared with control cells at various effector to target ratios (Fig. 5A). Moreover, we also performed the control experiment where we co-cultured CTLs and EL4 cells without pulsing OVA. The results revealed that the cytotoxicity percentage is quite near zero at various effector to target ratios and there was no obvious difference between 0.3 T SMF-treated CTLs and control cells (Fig. 5B). In addition, 0.3 T SMF-treated CTLs presented higher granule and cytokine secretion than control cells (Fig. 5C–E). This suggested that 0.3 T SMF enhanced CD8^+ ^T cell cytotoxicity by promoting granule and cytokine secretion in vitro. Next, we used an in vivo killing assay^28^ to test whether SMF-treated CTLs also present the enhanced cytotoxicity effect in vivo. SMF-treated CTLs and control CTLs, which were obtained by stimulating CD8^+ ^T cells isolated from the spleens of OT-I TCR transgenic mice, were intravenously injected into recipient mice. Then OVA_257–264_-pulsed splenocytes (i.e., CFSE^low^) and nonpulsed splenocytes (i.e., CFSE^high^) were used as target cells and intravenously coinjected at a 1:1 ratio into recipient mice. Non-pulsed splenocytes were not lysed and used as internal controls. The cytotoxicity was calculated as [1 − (% CFSE^low^)/(% CFSE^high^)] × 100%^28^. Compared to the control CTLs, the SMF-treated CTLs killed more OVA_257–264_-pulsed splenocytes in vivo, and the flow cytometry data showed that 28.5% versus 33.9% CFSE^low^-target cells left (Fig. 5F). Correspondingly, the SMF-treated CTLs exhibited a superior killing efficiency compared with the control CTLs (Fig. 5G). In addition, we also performed the control experiment of received pulsed splenocytes without getting CTLs. The FACS result showed that the cell percentage of either CFSE^low^ (plused with OVA peptide) or CFSE^high^ (unplused with peptide) was approaching 50% (Fig. 5H) and the killing percentage was only 2.37%, which was quite near zero (Fig. 5H). These data suggest that SMF-treated CTLs also present the enhanced cytotoxicity effect in vivo.

**Figure 5:**
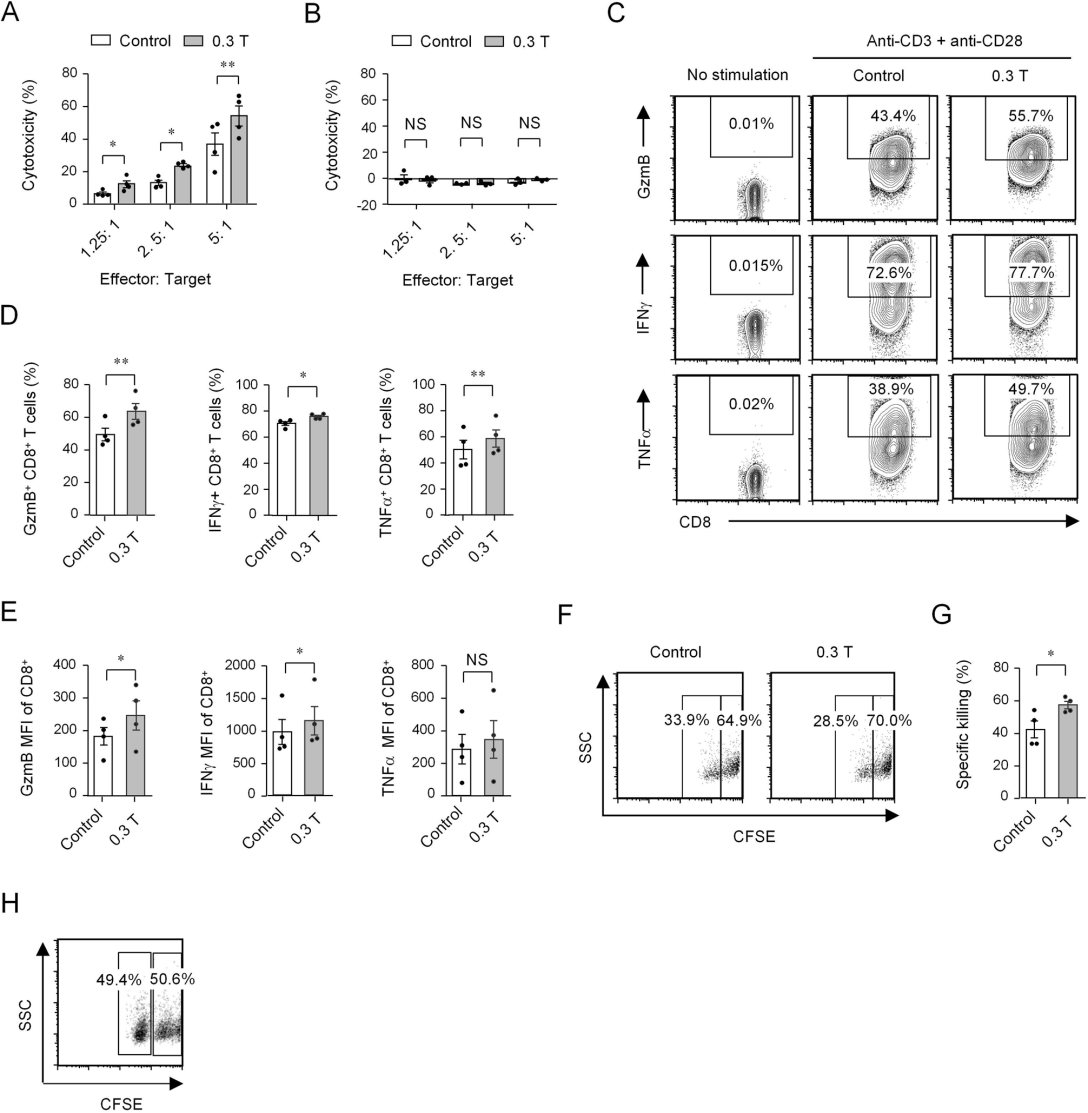
Moderate SMFs enhance CTLs cytotoxicity. (**A** and **B**) The cytotoxicity of CTLs generated from OT-I mice was assessed by LDH release with EL4 cells pulsing OVA (**A**, n = 4) or without pulsing OVA (**B**, n = 3). (**C**) Cytokine/granule production of CTLs generated from OT-I mice. Cell samples were stimulated with anti-CD3 and anti-CD28 antibodies in the presence of 0.3 T magnets, and control cells were treated without magnets. Cell samples with no stimulation were used to show the baseline of cytokine secretion. (**D** and **E**) Percentage (**D**) and MFI (**E**) statistics for the expression of GzmB, IFNγ and TNFα of CTLs generated from OT-I mice (n = 4). Cell samples were treated with 0.3 T magnets, and samples treated without magnets were used as controls. (**F**) In vivo cytotoxicity assay as indicated by the CFSE^low^ and CFSE^high^ populations analyzed by flow cytometry. SMF-treated and control CTLs (3 × 10^6^) were intravenously injected into recipient mice, followed by injection of OVA_257–264_-pulsed (CFSE^low^) and nonpulsed (CFSE^high^) splenocytes (5 × 10^6^) to measure in vivo cytotoxicity. (**G**) The killing percentage as revealed by the in vivo cytotoxicity assay (n = 4). (**H**) The negative control of in vivo cytotoxicity assay as indicated by the CFSE^low^ and CFSE^high^ populations analyzed by flow cytometry. OVA_257–264_-pulsed (CFSE^low^) and nonpulsed (CFSE^high^) splenocytes without getting CTLs were injected into recipient mice to measure in vivo cytotoxicity. The cytotoxicity was calculated as [1 − (% CFSE^low^)/(% CFSE^high^)] × 100%. Data were analyzed by Student’s t-test; NS, no significance, *p < 0.05; **p < 0.01. Error bars indicate the s.e.m.

### Moderate SMF exposure promotes the antitumor function of CD8^+^ T cells in vivo

The above results revealed that SMF exposure enhanced CD8^+^ T cell cytotoxicity by promoting granule and cytokine secretion. Because CD8^+^ T cells play important roles in antitumor immunity by releasing granules and cytokines, we next examined whether SMF exposure affects the antitumor function of CD8^+^ T cells in vivo. To do so, we used mammary epithelium-specific transgenic mice that express the polyomavirus middle T antigen (PyMT) and treated them with or without SMFs to assess antitumor function. Resin fiber plates embedded with 0.3 T or 0.6 T button magnets were used to expose mice to the SMFs (as shown in Supplementary Fig. S9A), and resin fiber plates without magnets were used as controls. The magnetic intensity of these button magnets was heterogeneous, as the force was much higher in the center area than at the edges. In general, the average surface magnetic intensity of magnetic plates embedded with 0.3 T button magnets was approximately 0.18 T, and the average surface magnetic intensity of magnetic plates embedded with 0.6 T button magnets was approximately 0.31 T.

First, we observed the tumor onset time of magnetic plate-treated and control mice. The results showed that the time of tumor onset in the 0.3 T magnetic plate-treated mice was comparable to that in control mice (Supplementary Fig. S9B). In contrast, the time of tumor onset in the 0.6 T magnetic plate-treated mice was delayed compared to that in control mice (Fig. 6A). Then, we detected the tumor growth process by calculating the tumor volume. Consistent with the tumor onset, the mammary tumor growth showed no significant change between the 0.3 T magnetic plate-treated mice and control mice (Supplementary Fig. S9C). In contrast, the mammary tumor growth was reduced in 0.6 T magnetic plate-treated mice compared with that in control mice (Fig. 6B). In addition, histological analysis of the tumors showed that tumor development was significantly repressed in 0.6 T magnetic plate-treated mice, whereas invasive tumor growth was observed in control mice (Fig. 6C). These data suggested that mice exposed to 0.6 T magnetic plates exhibited apparent reductions in tumor growth.

**Figure 6:**
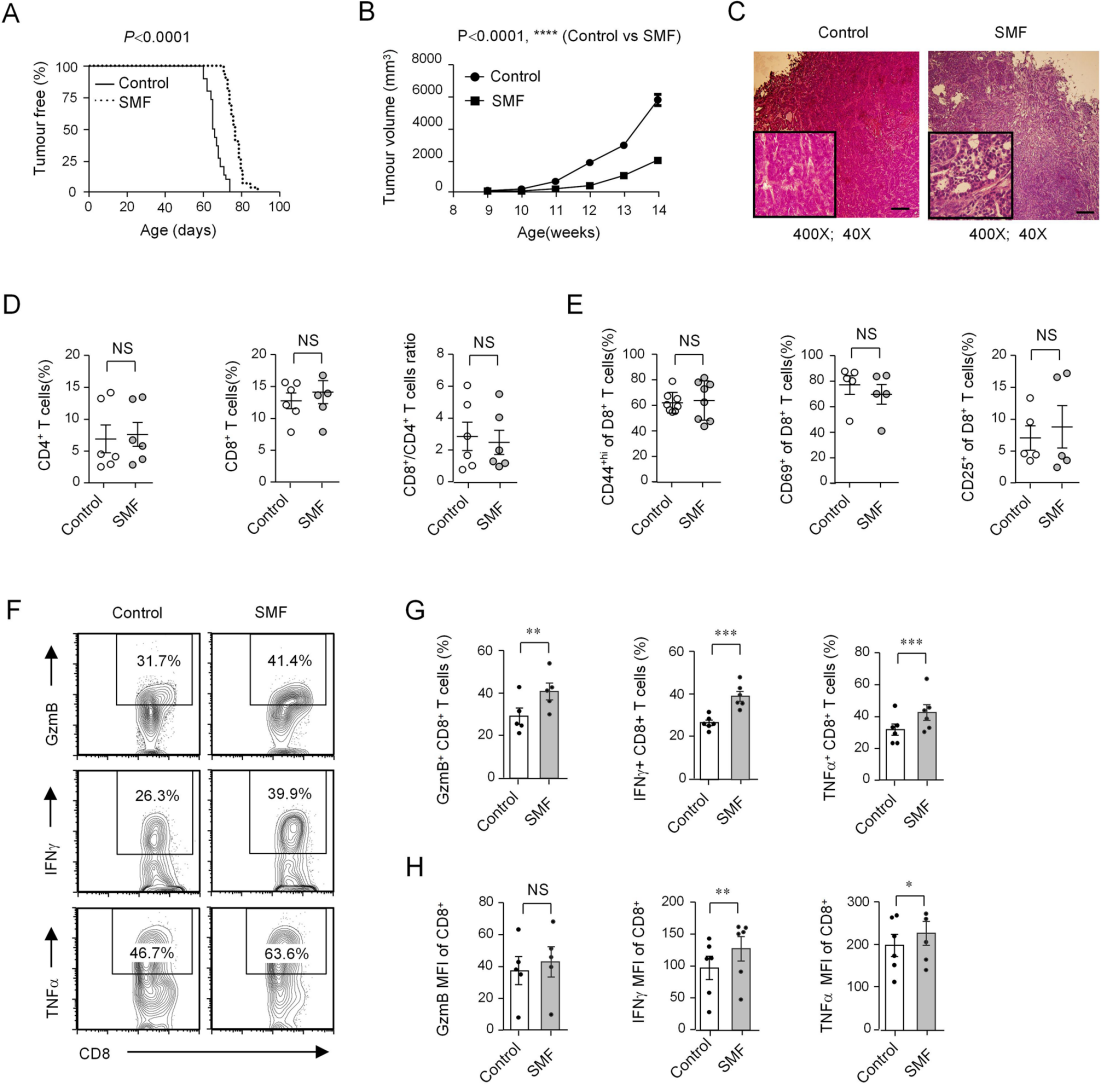
Moderate SMFs promote the antitumor response of CD8^+^ T cells in vivo. PyMT mice were exposed to 0.6 T magnetic plates, and littermates exposed to resin fiber plates without magnets were used as controls. Tumor onset (**A**; n = 30) and tumor growth (**B**; n = 17) of PyMT mice were constantly monitored. (**C**) Hematoxylin and eosin-stained mammary tumor sections from PyMT mice (magnification, × 40 and × 400; scale bars, 200 mm). (**D**) Percentage statistics for CD4^+^ T cells, CD8^+^ T cells, and the CD8^+^/CD4^+^ T cell ratio among tumor-infiltrating T cells in PyMT mice as analyzed by flow cytometry (n = 6). (**E**) Percentage statistics for the expression of CD69, CD44 and CD25 in tumor-infiltrating CD8^+^ T cells in PyMT mice as analyzed by flow cytometry (n = 5). (**F**) Cytokine/granule production of tumor-infiltrating CD8^+^ T cells in PyMT mice as analyzed by flow cytometry. (**G**, **H**) Percentage (**G**) and MFI (**H**) statistics for the expression of GzmB (n = 5), IFNγ (n = 6) and TNFα (n = 6) in tumor-infiltrating CD8^+^ T cells in PyMT mice as analyzed by flow cytometry. Data were analyzed by log-rank test (**A**), two-way ANOVA (**B**), or Student’s t-test (**D**, **E**, **G**) (NS, no significance, **p < 0.01; ***p < 0.001, ****p < 0.0001). Error bars indicate the s.e.m.

Consequently, we examined whether SMFs influenced CD8^+^ T cell function in vivo by comparing 0.6 T magnetic plate-treated mice and control mice. First, we analyzed the tumor-infiltrating T cell subpopulation. The proportion of CD4^+^ T and CD8^+^ T cells and the CD8^+^/CD4^+^ T cell ratio were comparable between SMF-treated mice and control mice (Fig. 6D). Next, we examined the activation of tumor-infiltrating T cells. The proportions of CD44^+high^, CD69^+^ and CD25^+^ CD8^+^ T cells, which reflect the degree of activation, showed no obvious changes between SMF-treated mice and control mice (Fig. 6E). Moreover, the naïve population (CD62L^high^ CD44^low^) and effector memory population (CD62L^low^CD44^high^) of both CD4^+^ T and CD8^+^ T cells was also comparable (Supplementary Fig. S10A, B). The decreased tumor size detected in SMF-treated mice may have resulted from a reduction in Tregs (regulatory T cells) or MDSCs (myeloid-derived suppressor cells), which possess immunosuppressive activities. Our results showed that SMF-treated mice contained comparable proportions of tumor-infiltrating Treg cells and MDSCs as did the control mice (Supplementary Fig. S10C − F). Importantly, tumor-infiltrating CD8^+^ T cells in SMF-treated mice produced more antitumor granules and cytokines, including granzyme B, IFNγ and TNFα, than their counterparts from control mice (Fig. 6F,G). The MFI (mean fluorescence intensity) of granules and cytokines were also compared, and it showed that the expression of IFNγ and TNFα was elevated in SMF-treated mice (Fig. 6H). In contrast, the cytokine secretion levels from tumor-infiltrating CD4^+^ T cells were comparable between SMF-treated mice and control mice (Supplementary Fig. S11). Collectively, these data indicated that moderate SMF exposure uniquely potentiated the antitumor function of CD8^+^ T cells in vivo by promoting granule and cytokine secretion.

### Cancer immunotherapies using adoptive transfer of CTLs treated with SMFs

The above data demonstrated that moderate SMFs can enhance CD8^+^ T cell cytotoxicity both ex vivo and in vivo. Finally, we tested the antitumor function using the adoptive transfer of CTLs treated with 0.3 T SMF. We treated melanoma-bearing mice induced by B16F10-OVA_257–264_ cells with an intravenous injection of PBS, control CTLs or 0.3 T SMF-treated CTLs induced by stimulation of CD8^+^ T cells isolated from the spleens of OT-I TCR transgenic mice. Compared with mice injected with control CTLs, mice injected with SMF-treated CTLs showed stronger antitumor activity, which is evidenced by the smaller tumor size and prolonged survival time (Fig. 7A,B). Next, we further tested a combination therapy of SMF-treated CTLs and anti-PD-1 antibody, which showed a better efficacy than monotherapies in inhibiting tumor progression and extending survival. Furthermore, SMF-treated CTLs also showed stronger antitumor activity than did control CTLs when combined with anti-PD-1 antibody (Fig. 7C,D). These data suggested that adoptive transfer of SMF-treated CTLs exhibited enhanced antitumor effects, and the combined therapy of CTLs with anti-PD-1 antibody was more effective than either therapy alone.

**Figure 7:**
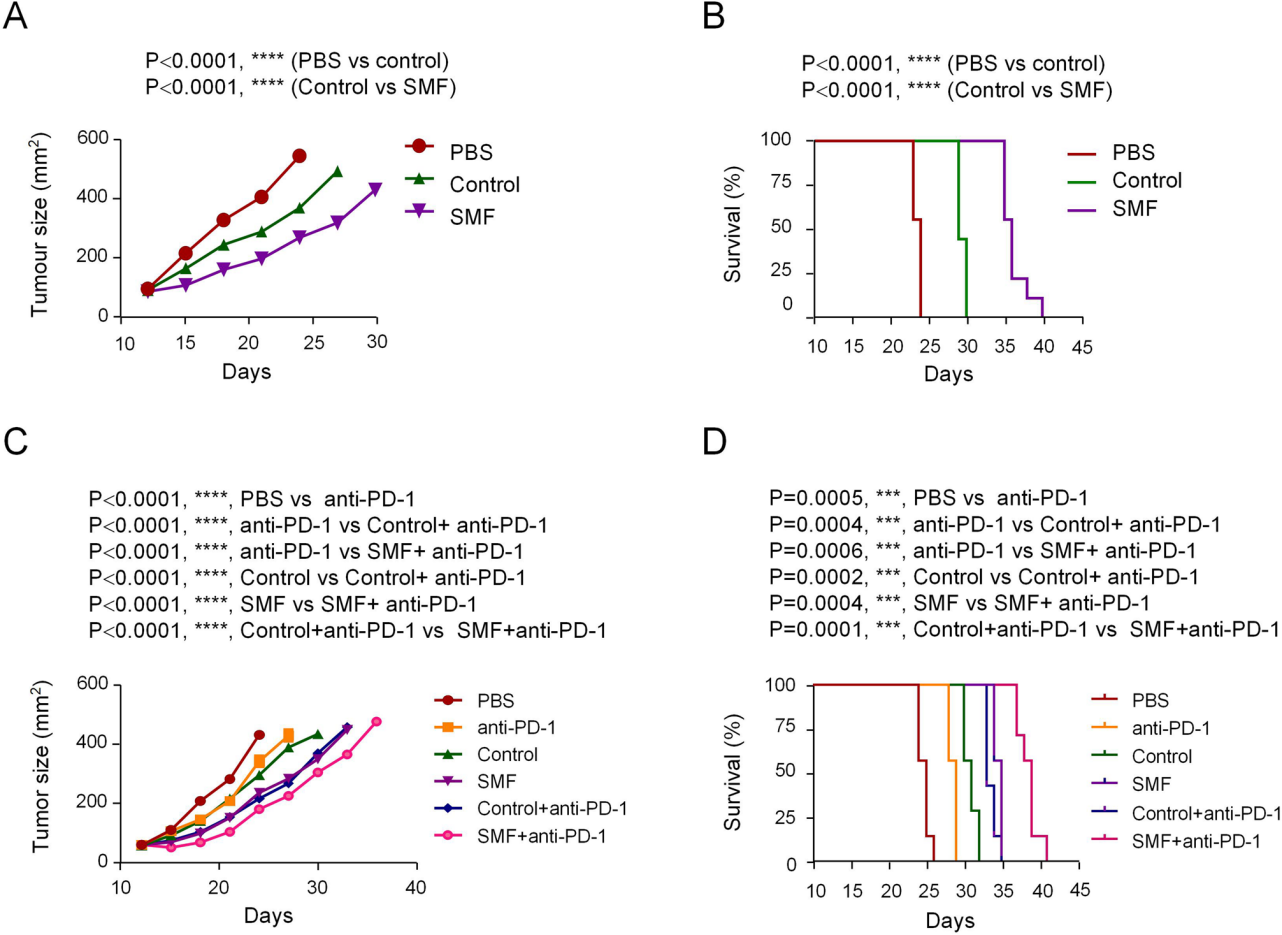
Cancer immunotherapies using adoptive transfer of CTLs subjected to moderate SMFs. Melanoma-bearing mice were treated with PBS, control CTLs and SMF-treated CTLs derived from OT-I TCR transgenic mice. Tumor size (**A**; n = 9) and survival (**B**; n = 9) were constantly monitored. (**C**, **D**) Effects of combined therapy (control CTLs and anti-PD-1; SMFs-treated CTLs and anti-PD-1) and monotherapies (anti-PD-1; control CTLs; SMFs-treated CTLs) in treating melanoma (n = 7). Data were analyzed by two-way ANOVA (**A**, **C**) or log-rank test (**B**, **D**) (***p < 0.001, ****p < 0.0001). Error bars indicate the s.e.m.

## Discussion

In the present study, we examined the cellular effects of moderate SMFs on T cells and found that exposure to moderate SMFs enhanced granule and cytokine secretion from as well as ATP production in CD8^+^ T cells by promoting *Uqcrb* and *Ndufs6* genes of mitochondrial respiratory electron transport chain. Specially, the candidate magnetoreceptor genes *Isca1* and *Cry1*/*Cry2* involved in regulating the transcription level of *Uqcrb* and *Ndufs6*. We also observed that SMF exposure enhanced CD8^+^ T cell cytotoxicity and predominantly repressed tumor growth in vivo. In addition, the adoptive transfer of SMF-treated CTLs into tumor-bearing mice resulted in enhanced antitumor effects, and combining CTLs with anti-PD-1 antibody therapy was more effective. These results suggest that moderate SMFs can enhance CD8^+^ T cell cytotoxicity by promoting mitochondrial respiration via candidate magnetoreceptor genes and potentiate the antitumor function of CD8^+^ T cells.

In this study, we found that moderate SMFs enhanced ATP production and mitochondrial oxygen consumption of CD8^+^ T cells. Importantly, our study elucidated the specific molecular mechanism by which SMFs influence intracellular ATP levels—by upregulating *Uqcrb* and *Ndufs6* gene of mitochondrial respiratory electron transport chain. Uqcrb is one of the subunits of mitochondrial complex III, and Ndufs6 is a subunit of mitochondrial complex I, which play critical roles in the maintenance of mitochondrial complex, and mutation of *Uqcrb* or *Ndufs6* will lead to mitochondrial disorders^29,30^. Our study indicated that SMFs enhanced granule and cytokine secretion as well as ATP levels of CD8^+^ T cells by upregulating *Uqcrb* or *Ndufs6*, since their down expressions can inhibit the increased granule and cytokine secretion and elevated ATP levels. Specially, the mRNA level of *Uqcrb* is more predominantly upregulated compared with *Ndufs6* in the presence of magnetic field. This implicates Uqcrb as one of the subunits of mitochondrial complex III is more sensitive to magnetic field. It has been reported that mitochondrial oxygen consumption increased during T cell activation, and fueling mitochondria was sufficient to support T cell activation^31^. Moreover, mitochondrial complex III ROS production is essential for T cell activation and cytokine secretion. It’s possible the promoted cytokine secretion of CD8^+^ T cells in our study is mainly mediated by upregulation of Uqcrb of complex III and increased mitochondrial oxygen consumption^31^. In addition, it has been reported that mitochondrial respiration played important roles in IFNγ and IL-2 production in CD8^+^ T cells^32^. It showed that loss of MCJ, a negative regulator of mitochondrial respiration in CD8^+^ T cells, led to increased ATP production and mitochondrial oxygen consumption as well as cytokine secretion of CD8^+^ T cells^32^. These also drop us a hint that the enhanced cytokine secretion of SMF-treated CD8^+^ T cells in our study was caused by elevated ATP production and mitochondrial respiration.

Our study also revealed that SMFs promoted the transcription level of *Uqcrb* and *Ndufs6* via candidate magnetoreceptor genes *Isca1* and *Cry1*/*Cry2*. Knocking down *Isca1* or *Cry1*/*Cry2* led to reduced transcription of *Uqcrb* and *Ndufs6*, and can also prevent the increased granule and cytokine secretion as well as ATP production of SMF treated CD8^+^ T cells, and *Isca1* had more predominant effects. *Isca1* and *Cry1*/*Cry2* have been identified as candidate magnetoreceptor genes^9,11,20,33^. but their downstream targets and pathways are largely unknown. It’s probable that the enhanced cytokine secretion of SMF-treated CD8^+^ T cells in our study was caused by upregulation of mitochondrial respiratory genes *Uqcrb* and *Ndufs6*, which were mediated by candidate magnetoreceptor genes *Isca1* and *Cry1*/*Cry2*. Our study established a novel link between magnetoreceptor genes and mitochondrial respiratory genes, which will be valuable for understanding the mechanism how cells receive magnetic signals and transduce into biological signals and cause biological effects. In addition, the unique relationship among SMFs, mitochondrial metabolism and CD8^+^ T cell cytotoxicity provides a novel perspective for understanding the immunophysiological effects of SMFs as well as the mechanism of CD8^+^ T cell cytotoxicity.

In recent years, many efforts have been made to enhance the antitumor immunity of T cells. For example, strategies involving the transfer of ex vivo expanded T cells to patients have rapidly advanced with the emergence of TCR and chimeric antigen receptor (CAR)-T cell therapies, both of which can redirect T cells to more efficiently target cancer antigens^34,35^. These are both cellular engineering approaches that use genome editing techniques to insert large transgenes into target cells^36^. Moreover, anti-PD-1 therapy has also achieved great success by selectively restoring tumor-induced immune deficiencies in the tumor microenvironment^37^. Although CAR-T cell therapy and anti-PD-1 therapy have shown remarkable success in treating hematological cancers but are much less effective against solid tumors^38,39^, exploring novel methods and strategies that can enhance the antitumor functions of T cells are still necessary. In this study, we found that SMF exposure enhanced the antitumor function of CD8^+^ T cells in vivo, and the adoptive transfer of SMF-treated CTLs resulted in enhanced antitumor effects. This provides a new perspective of promoting the antitumor function of CD8^+^ T cells using a physical and non-invasive method, which is simpler and less expensive than existing methods.

In recent years, the cellular effects of SMFs have been widely studied^12–16^. Various experimental parameters, such as cell types, magnetic field parameters (including magnetic field intensity and direction), and exposure time, often led to different cellular effects. In our study, we screened the cellular effects of moderate SMFs on the function of both CD4^+^ T and CD8^+^ T cells at various time points after TCR stimulation and upon treatment with SMFs at different intensities. We observed that exposure to moderate SMFs enhanced granule and cytokine secretion of CD8^+^ T cells at 72 h after TCR stimulation but showed no obvious effects at 24 h and 48 h after stimulation. Moreover, SMFs did not affect cytokine secretion of CD4^+^ T cells at any of the time points. In addition, our in vivo studies also revealed that exposure to moderate SMFs promoted granule and cytokine secretion from tumor-infiltrating CD8^+^ T cells from PyMT mice but did not affect cytokine secretion from CD4^+^ T cells. These results suggested that SMFs showed highly variable effects between CD4^+^ T cells and CD8^+^ T cells. Considering the diversify and plasticity of the immune system, the biological effects of SMFs on different subsets of immune cells with various intensities or stimulation times are still worth to be further systematically studied.

## Materials and methods

### Mice

C57BL/6 mice were purchased from SLAC. OT-I TCR transgenic mice and PyMT transgenic mice were obtained from The Jackson Laboratory. All mice were maintained in a specific pathogen-free facility and were genotyped by PCR. All animal experiments were approved by the Institutional Animal Care and Use Committee of the Shanghai Institute of Biochemistry and Cell Biology (Chinese Academy of Sciences). We confirmed that all experiments were performed in accordance with relevant guidelines and regulations.

### Cell lines

B16-F10-OVA and EL-4 cell lines were kindly provided by Prof. Chenqi Xu (Chinese Academy of Sciences). B16-F10 cells were cultured in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum, l-glutamine (2 mM), penicillin (100 U/ml), and streptomycin (10 U/ml). EL-4 cells were cultured in RPMI 1,640 medium supplemented with 10% fetal bovine serum, l-glutamine (2 mM), penicillin (100 U/ml), and streptomycin (10 U/ml).

### Permanent magnets and magnetic plates

Permanent magnets with an intensity of 0.3 T and 0.6 T were purchased from the Hangzhou Permanent Magnet Group Co., Ltd. The size of each 0.3 T permanent magnet is 10 cm × 10 cm × 5 cm, and the size of the 0.6 T permanent magnets is 10 cm × 10 cm × 10 cm. The magnetic intensity of the permanent magnets slowly attenuates with a distance of approximately 1 mm corresponding to a decrease in 5 mT. The resin fiber plates embedded with or without 0.3 T or 0.6 T button neodymium magnets were provided by Heye Health Technology Co., Ltd. of Zhejiang Province. The diameter of each button magnet is 1 cm, and the distance between any two button magnets is 2.5 cm. The magnetic intensity of these button magnets rapidly attenuates with a distance of approximately 1 mm corresponding to a decrease in 50 mT. The size of these resin fiber plates (32 cm × 12.5 cm × 1.5 cm) were designed to fit the mouse cages and were placed at the bottom of the cages. All the permanent magnets and magnetic plates were placed with the N pole up and the S pole down. The magnetic field strength was measured by KANETEC TESLA METER MODEL TM-801.

### Antibodies and reagents

Anti-CD4 (RM4-5), anti-CD8a (53-6.7), anti-CD44 (IM-7), anti-CD62L (MEL-14), anti-CD69 (H1.2F3), anti-Ly6G (Gr1) (RB6-8C5), anti-CD11b (M1/70), anti-TNFα (MP6-XT22), anti-IL-2 (JES6-5H4), and anti-IL-4 were purchased from BD Pharmingen. Anti-mFoxp3 (FJK-16 s), anti-granzyme B (NGZB) and anti-IL-17 (eBio17B7) were purchased from eBioscience. Anti-CD25 (PC61), anti-IFNγ (XMG1.2), and FITC Annexin V reagents were purchased from Biolegend. Anti-CD3 (145-2C11) and anti-CD28 (37.51) antibodies used for in vitro stimulation were obtained from BD Pharmingen. Brefeldin A was obtained from eBioscience, PMA and ionomycin were obtained from Merck. Collagenase IV used for tumor tissue digestion was purchased from Sigma.

### T cell isolation and staining

CD4^+^ T cells or CD8^+^ T cells were isolated from the splenocytes of C57BL/6 mice using a CD4^+^ or CD8^+^ T cell negative selection kit (Stem Cell) and were stimulated with 1 μg ml^−1^ plate-bound anti-CD3 and anti-CD28 antibodies using 48-well cell culture plates. On the first day of stimulation, cell samples were seeded at 7 × 10^5 ^cells per well, then subculture at 1:2 ratio at 48 h after stimulation. Cell culture plates were placed on magnets once stimulated, and control cells were treated in the absence of magnets. To analyze the tumor-infiltrating T cells, tumors were first digested with collagenase IV, and tumor-infiltrating leukocytes were isolated by 40–80% (v/v) Percoll (GE) gradient centrifugation as previously described^40^. To measure the cytokine production of CD4^+^ or CD8^+^ T cells, the isolated cells were restimulated with PMA (50 ng ml^−1^) plus ionomycin (1 μM) for 4 h in the presence of 5 μg ml^−1^ brefeldin A and then stained with antibodies. Intracellular staining was performed after 10 min of fixation (2% formaldehyde in PBS) at room temperature and 5 min of permeabilization in IC staining buffer (0.1% saponin, 0.1% bovine serum albumin Hank’s balanced salt solution) at 4 °C. Unstimulated T cells or T cells stained with isotype control antibody were used as negative controls. Cell fluorescence was determined using a two-laser FACSCalibur (BD Biosciences) flow cytometer, and data were analyzed with FlowJo software (TreeStar, Inc., Olten, Switzerland).

## Measurement of CD8^+^ T cell cytotoxicity in vitro

A CD8^+^ T cell cytotoxicity assay was performed as previously described^41^. Purified CD8^+^ T cells from OT-I mice were stimulated with anti-CD3/anti-CD28 mAbs in vitro for 4 days (96 h) as effector CTL cells, which were treated with or without 0.3 T magnets. EL-4 cells were used as target cells, which were pulsed with 10 nM OVA_257–264_ for 30 min. After EL-4 cells and CTLs were each washed three times with PBS, they (1 × 10^5^ for both cell types) were mixed in killing medium (phenol-free RPMI 1,640, 2% FBS) at respective ratios of 1.25:1, 2.5:1 and 5:1. After 6 h, the cytotoxic efficiency was measured using a CytoTox 96 Non-Radioactive Cytotoxicity kit (Promega) which quantified the release of endogenous lactate dehydrogenase (LDH) from EL-4 cells.

### Measurement of CD8^+^ T cell cytotoxicity in vivo

The in vivo killing assay was performed as previously described with some modifications^28^. CD8^+^ CTL cells treated with or without 0.3 T magnets were induced from OT-I mice as previously mentioned. Then, CTLs (3 × 10^6^) were intravenously injected into recipient C57BL/6 mice. After 4 h, CFSE^low^ (1 μM)-labeled splenocytes were pulsed with 10 nM OVA_257–264_ peptide, mixed at a 1:1 ratio with unpulsed CFSE^high^ (10 μM)-labeled splenocytes (5 × 10^6^) and intravenously injected into recipient mice. The OVA_257–264_-pulsed splenocytes (CFSE^low^) and nonpulsed splenocytes (CFSE^high^) were used as target cells. Non-pulsed splenocytes were not lysed and used as internal controls. After 6 h, splenocytes from the recipient mice were analyzed by flow cytometry to detect CFSE expression, and cytotoxicity was calculated as [1 − (% CFSE^low^)/(% CFSE^high^)] × 100%.

### Treatment of melanoma by adoptive SMF-treated T cell transfer

Adoptive T cell transfer was performed as previously described^27^. B16F10-OVA cells (2 × 10^5^) were subcutaneously injected into 8- to 10-week old C57BL/6 mice. On day 12, melanoma-bearing mice with similar tumor sizes were randomly divided into three groups (*n* = 7–10) and intravenously injected with PBS, CTLs (1.5 × 10^6^) generated from OT-I mice treated with 0.3 T magnets or control CTLs (1.5 × 10^6^) treated without magnets. For combined therapy of CTLs and anti-PD-1 antibody, another three groups were formed: anti-PD-1 antibody, CTLs and anti-PD-1 antibody in the presence of 0.3 T magnets, and CTLs and anti-PD-1 antibody in the absence of the magnets. Anti-PD-1 antibody (RMP1-14, Bio X Cell, 200 μg per injection) was intraperitoneally injected every 3 days. Starting on day 12, the tumor size was measured every 3 days, and the animal survival rate was recorded daily. Tumor size was calculated as length × width. Mice with tumor sizes larger than 20 mm on the longest axis were euthanized for ethical purposes.

### PyMT tumor development and histology staining

PyMT mice (FYB background) were treated with magnetic plates or control plates since 3 weeks old and examined by visual inspection and palpation every 2–3 days to monitor tumor onset. The tumor size was measured weekly with digital Vernier calipers, and the tumor volume was estimated using the formula A × B^2^/2, where A is the sagittal length (mm) and B is the cross length (mm). Mammary tumors from sacrificed mice were dissected, fixed in 4% (v/v) buffered neutral formalin and embedded in paraffin. Five-micron tissue sections were stained with hematoxylin and eosin. All images were observed under an Olympus BX51 microscope and acquired with a DP71 camera (Olympus).

### RNA-Seq, library generation and bioinformatics analysis

RNA-Seq, library generation and bioinformatics analysis were performed as previously described^42^. RNA was extracted, purified and checked for integrity using an Agilent Bioanalyzer 2100 (Agilent Technologies). Libraries were generated for sequencing using a SMARTer Stranded Total RNA-Seq Kit-Pico Input Mammalian (Illumina). Libraries were sequenced using an Illumina HiSeq X Ten sequencer. Only genes with a fold change ≥ 2 and a *p* value ≤ 0.05 were defined as differentially expressed. 

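An unadjusted p of at most 0.05 was reached by 3159 of the genes tested between SMF-treated and control cells. After Benjamini-Hochberg adjustment of limma's p over these genes, 4 had an adjusted p under 0.05, the smallest being 0.0420. Those 4, of which *Prickle3* and *Rps20* are named here after their values were seen, were *Gm10222*, *Prickle3* and *Rps20*, which were higher in SMF-treated cells, and *Gm29439*, which was lower. *Gm10222* is a nuclear copy of a mitochondrial gene with the same sequence, and *Gm29439* is an antisense gene that faces *Cd22*, so the values of both also rest on how reads were assigned. *Prickle3*, on chromosome X of GRCm38 from 7657260 to 7668186, had 173 and 184 FPKM in the SMF libraries against 7.86 and 4.88 in the control libraries. *Rps20*, on chromosome 4 from 3831334 to 3835665, had 331 and 423 FPKM against 42.3 and 44.9. With the same adjustment, 1271 genes passed 0.05 in control cells against unstimulated cells and 3537 in SMF-treated cells against unstimulated cells. Comparisons with the SMF libraries are also comparisons between runs.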

Gene Ontology biological processes that were enriched based on the differentially regulated genes were identified by DAVID (modified Fisher exact *p* value < 0.05)^43^.

### Real-time reverse transcriptase-PCR

Total RNA from cell samples was extracted with TRIzol (Invitrogen), reverse-transcribed using a SuperScript III First-Strand kit (Invitrogen) and subjected to quantitative reverse transcription PCR (qRT-PCR). The gene-specific primers were designed based on mRNA sequences retrieved from NCBI. The NCBI reference sequence numbers and primer sequences (5′–3′) of the genes are provided as follows:

- *Ndufc1* (NM_025523.1) (forward, CACGGTCGAAGTTCTATGTC; reverse, TTGTGTGTTTGGATGAGATAAATC);
- *Atp6v0b* (NM_033617.3) (forward, AGTTGCTCTACCTCGGGATCT; reverse, ATGCCACATCAAAGCGAAAGC);
- *Idh3b* (NM_130884.4) (forward, AGGCACAAGATGTGAGGGTG; reverse, CAGCAGCCTTGAACACTTCC);
- *Ndufs6* (NM_010888.2) (forward, GGGGAAAAGATCACGCATACC; reverse, CAAAACGAACCCTCCTGTAGTC);
- *Uqcrc2* (NM_025899.2) (forward, AAAGTTGCCCCGAAGGTTAAA; reverse, GAGCATAGTTTTCCAGAGAAGCA);
- *Uqcrb* (NM_026219.2) (forward, GGCCGATCTGCTGTTTCAG; reverse, CATCTCGCATTAACCCCAGTT);
- *Ndufa13* (NM_001382215.1) (forward, ACGGCCCCATCGACTACAA; reverse, CCTGGTTCCACCTCATCATTCT);
- *Atp5k* (NM_007507.3) (forward, GTTCAGGTCTCTCCACTCATCA; reverse, CGGGGTTTTAGGTAACTGTAGC);
- *Uqcrfs1* (NM_025710.2) (forward, GAGCCACCTGTTCTGGATGTG; reverse, GCACGACGATAGTCAGAGAAGTC);
- *Ndufa10* (XM_030242321.1) (forward, ACCTTTCACTACCTGCGGATG; reverse, GTACCCAGGGGCATACTTGC);
- *Gzmb* (NM_013542.3) (forward, TCTCGACCCTACATGGCCTTA; reverse, TCCTGTTCTTTGATGTTGTGGG);
- *Tnf* (NM_001001495) (forward, CTGGATGTCAATCAACAATGGGA; reverse, ACTAGGGTGTGAGTGTTTTCTGT);
- *Ifng* (NM_008338.4) (forward, TCCTCGCCAGACTCGTTTTC; reverse, GTCTTGGGTCATTGCTGGAAG);
- *Isca1* (NM_026921.4) (forward, CTTAAAGACAAACCTGAGCAT; reverse, TTCCACATAGTCCATCTCTG);
- *Isca2* (NM_028863.1) (forward, AACAACATCTTCCATTCCAGAG; reverse, CCCTTCGGTGATTTCCAGAA);
- *Cry1* (NM_007771.3) (forward, TTGAAGAGTTACTGCTTGATG; reverse, ACGCCTAATATAGTCTCCATT);
- *Cry2* (NM_009963.4) (forward, TGTGGGCATCAACCGATGG; reverse,
- CGGACTACAAACAGACGCGAA); and.
- *Beta-actin* (XM_030254057.1) (forward, GACGGCCAGGTCATCACTATTG; reverse, AGGAAGGCTGGAAAAGAGCC).

### Construction of knockdown primary T cells

For the construction of knockdown T cells, Plat-E cells were transfected with MLP shRNA plasmids, and retrovirus supernatants were harvested 48 h after transfection. Purified CD8^+^ T cells from C57BL/6 mice were stimulated with plate-bound anti-CD3 and anti-CD28 antibodies for 24 h, incubated in media containing retrovirus supernatants and centrifuged at 1,500 g for 2 h at 32 °C. Retroviral supernatants were then replaced by fresh culture medium, and cells were stimulated with plate-bound anti-CD3 and anti-CD28 antibodies for 72 h in the presence or absence of 0.3 T magnets. GFP-positive cells were sorted and subjected to real-time reverse transcriptase-PCR to test the knockdown efficiency. In order to rule out an off-target effect, we designed at least three shRNAs per gene and only the shRNA having predominant knockdown efficiency was finally used. In addition, the cell samples transfected with empty vector was used as negative controls^44^.

- Mouse *Uqcrb*-target shRNA: 5′-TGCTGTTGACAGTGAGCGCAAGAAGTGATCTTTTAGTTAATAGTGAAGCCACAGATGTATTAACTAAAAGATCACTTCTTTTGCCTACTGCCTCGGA-3′. Mouse *Ndufs6*-target shRNA: 5′-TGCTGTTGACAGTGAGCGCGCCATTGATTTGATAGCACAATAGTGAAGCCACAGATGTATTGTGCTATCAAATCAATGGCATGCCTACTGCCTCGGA-3′.
- Mouse *Isca1*-target shRNA: 5′-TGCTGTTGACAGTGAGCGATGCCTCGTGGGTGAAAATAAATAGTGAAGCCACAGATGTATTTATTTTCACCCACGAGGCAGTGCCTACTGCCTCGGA-3′.
- Mouse *Cry1*-target shRNA:
- 5′-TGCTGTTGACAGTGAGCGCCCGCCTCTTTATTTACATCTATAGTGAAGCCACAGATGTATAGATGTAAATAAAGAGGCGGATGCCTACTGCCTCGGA-3′.
- Mouse *Cry2*-target shRNA:
- 5′-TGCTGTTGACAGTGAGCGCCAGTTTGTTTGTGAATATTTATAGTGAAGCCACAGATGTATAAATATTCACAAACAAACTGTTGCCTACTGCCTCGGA-3′.

### Intracellular ATP concentration

The intracellular ATP concentration in CD8^+^ T cells (10^5^) was detected using an ATP Assay Kit (Beyotime) following the manufacturer’s recommendations. The luminescence of each sample was measured using a GLOMAX 20/20 Luminometer.

### Mitochondrial respiration

Using the Seahorse MitoStress Test Kit, we analyzed the OCRs and ECARs of CD8^+^ T cells under basal conditions and in response to 1 μM oligomycin, 1 μM fluorocarbonyl cyanide phenylhydrazone (FCCP), 1 μM rotenone and 1 μM antimycin, 10 mM glucose and 100 mM 2-Deoxy-D-glucose (2-DG). The link between OCRs and mitochondrial ATP production (ATP-linked OCR) was determined by subtracting the OCR of CD8^+^ cells reached after treatment with oligomycin from the OCR obtained at baseline. All extracellular flux analyses were performed using an XF-24 Extracellular Flux Analyzer (Seahorse Bioscience) as recommended by the manufacturer.

### Statistical analysis

Statistical analyses were performed with GraphPad Prism 6. Data are expressed as the mean ± SEM, and a two-tailed paired or unpaired Student’s *t*-test was used, unless otherwise indicated, to determine statistical significance. Data are representative of or combined from at least three independent experiments. For all experiments: *p < 0.05; **p < 0.001; ***p < 0.0001, ****p < 0.0001.

## Supplementary information

Supplementary Information.

## Data Availability

The authors declare that the data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon request. All sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information (NCBI) under accession number GSE113858 (reviewer access link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113858, token: orqlmoqkfbwpxgp).

# Supplementary material for: Moderate static magnetic fields enhance antitumor CD8+ T cell function by promoting mitochondrial respiration
**Source:** Sci Rep. 2020 Sep 3;10:14519. doi: 10.1038/s41598-020-71566-x
**Supplement:** Supplementary file 1 — Supplementary Information.

## Supplementary information

### **Moderate static magnetic fields enhance antitumor CD8<sup>+</sup> T cell function by promoting mitochondrial respiration**

Xiaoyan Zhu<sup>1\*</sup>, Yan Liu<sup>1,2</sup>, Xianxia Cao<sup>1,2</sup>, Haifeng Liu<sup>1</sup>, Ao Sun<sup>1</sup>, Hao Shen<sup>1</sup>, Jingyao Zhao<sup>1</sup>, Ronghong Li<sup>1</sup>, Ligang Wu<sup>1</sup>, Zhicai Fang<sup>3</sup>, Hui Wang<sup>4</sup>, and Qiwei Zhai<sup>4</sup>.

**Keywords:** moderate SMFs, CD8<sup>+</sup> T cells, cytotoxicity, mitochondrial metabolism, antitumor function

## Supplementary information

Figure. S1. The permanent magnets used in the study.

Figure. S2. Cellular effects of moderate SMFs on the expression of CD4<sup>+</sup> T cell activation markers.

Figure. S3. Cellular effects of moderate SMFs on the expression of CD8<sup>+</sup> T cell activation markers.

Figure. S4. Moderate SMFs have no obvious effects on CD4<sup>+</sup> T cell cytokine secretion.

Figure S5. Moderate SMFs have no obvious effects of CD8<sup>+</sup> T cell granule and cytokine secretion at 24h and 48h stimulation.

Figure. S6. Sham materials have no obvious effects on CD8<sup>+</sup> T cell granule and cytokine secretion.

Figure. S7. Moderate SMFs do not influence CD8<sup>+</sup> T cell proliferation and apoptosis.

Figure. S8. Moderate SMFs promote gene expressions related with mitochondrial respiratory electron transport chain.

Figure. S9. The magnetic plates embedded with 0.3 T magnets have no obvious effects on tumor on set and growth.

Figure. S10. Moderate SMFs do not affect subpopulations of tumour-infiltrating CD8<sup>+</sup> T cells.

Figure. S11. Moderate SMFs do not influence cell cytokine secretion of tumour-infiltrating CD4<sup>+</sup> T cells.

## Supplementary Figure 1.

A

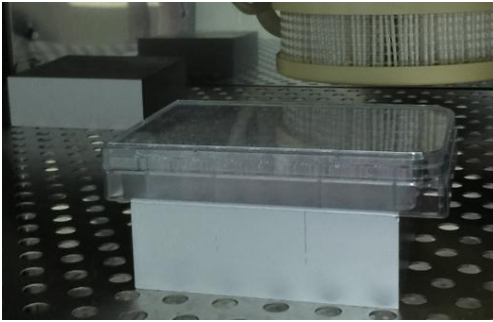

B

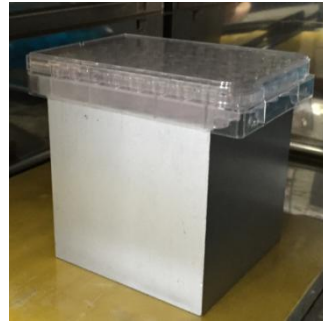

**Figure S1. The permanent magnets used in the study.**

The 48-well cell culture plates with cell samples are placed on 0.3 T magnet (**A**) and 0.6 T magnet (**B**).

Supplementary Figure 2.

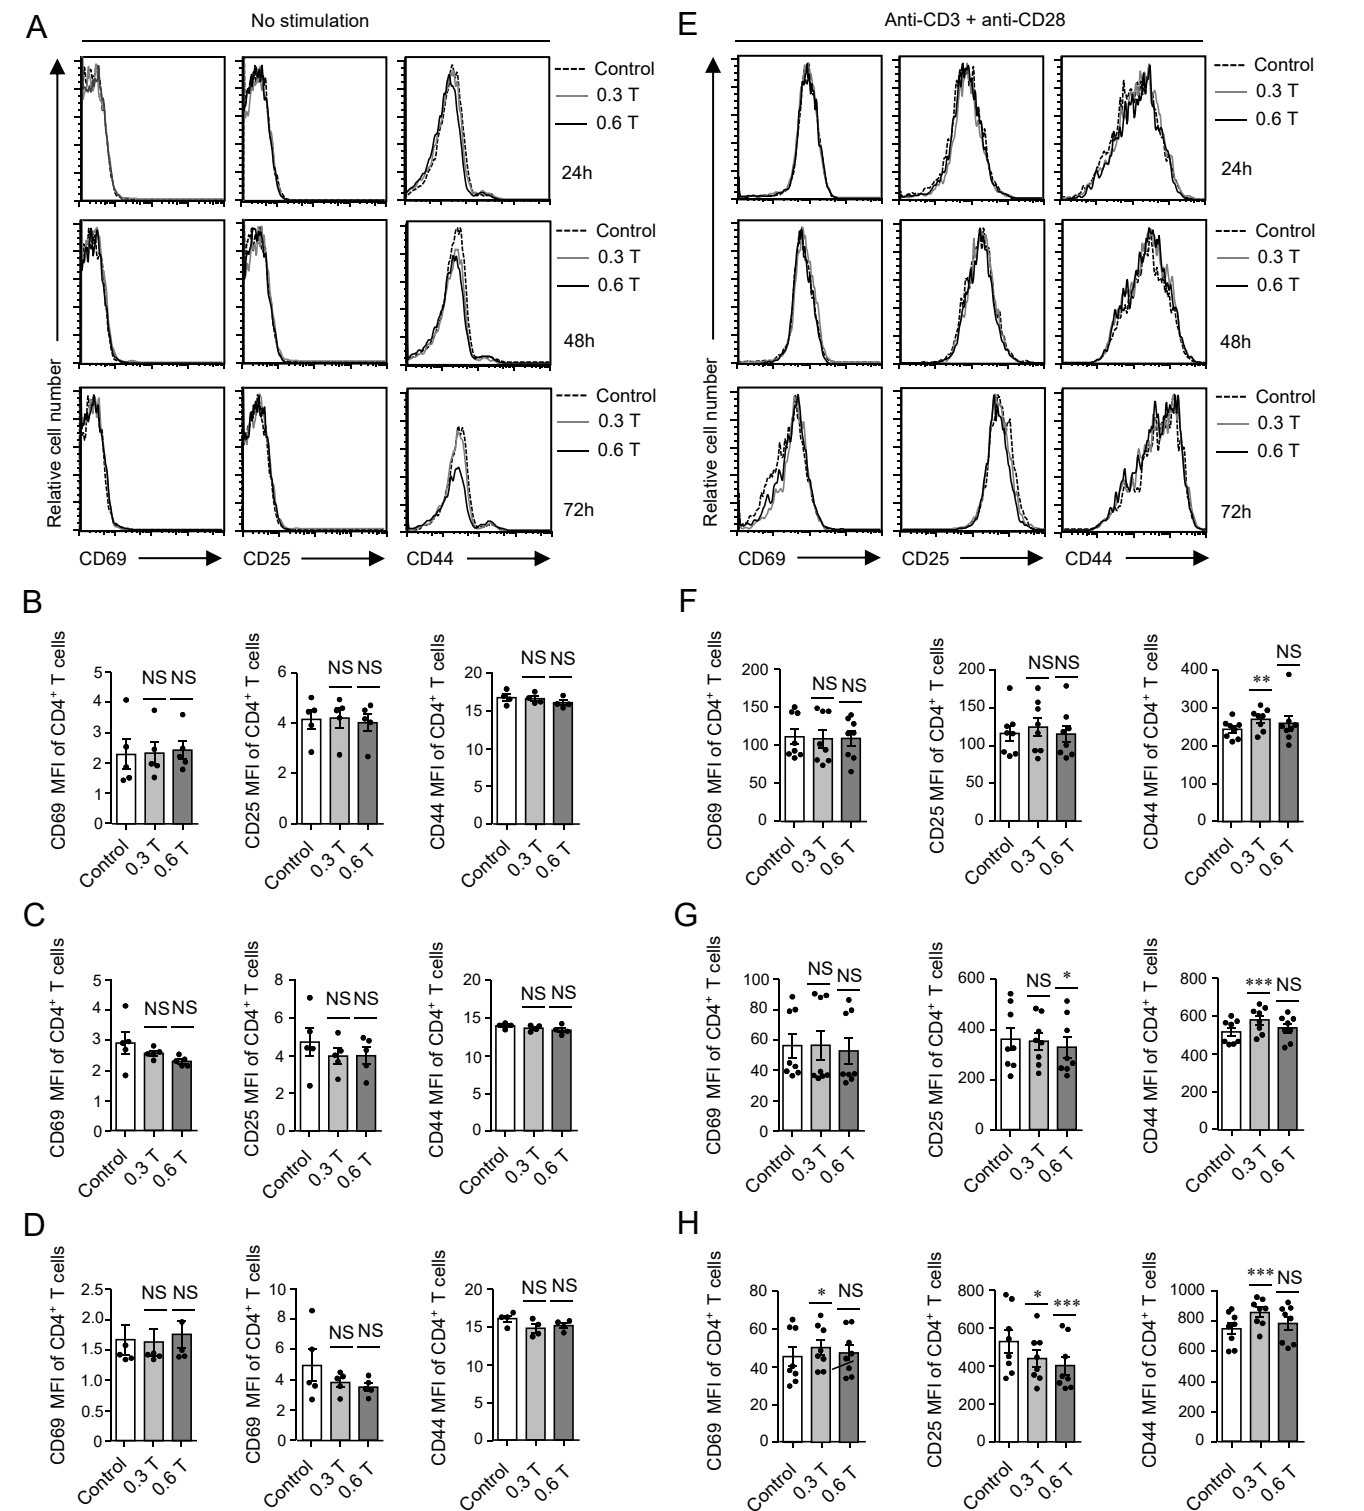

**Figure S2. Cellular effects of moderate SMFs on the expression of CD4<sup>+</sup> T cell activation markers.**

(A) Histograms showing the surface expression of CD69,CD25 and CD44 of CD4<sup>+</sup> T cells analyzed by flow cytometry. Cells were cultured with no stimulation for 24h, 48h and 72h. (B, C and D) MFI (mean fluorescence intensity) statistics for expression of CD69, CD25 and CD44 of CD4<sup>+</sup> T cells with no stimulation for 24h (B), 48h (C), and 72h (D) (n=4-5). (E) Histograms showing the surface expression of CD69,CD25 and CD44 of CD4<sup>+</sup> T cells analyzed by flow cytometry. Cells were stimulated with anti-CD3 and anti-CD28 for 24h, 48h and 72h. (F, G and H) MFI statistics for expression of CD69, CD25 and CD44 of CD4<sup>+</sup> T cells stimulated with anti-CD3 and anti-CD28 antibodies for 24h (F), 48h (G), and 72h (H) (n=8). Cell samples were cultured in the presence of 0.3 T or 0.6 T permanent magnets, and control cells were treated without magnets. Data were analyzed by Student's t-test; NS, no significance, \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001. Error bars indicate the s.e.m. Data are representative of or combined from at least three independent experiments.

Supplementary Figure 3.

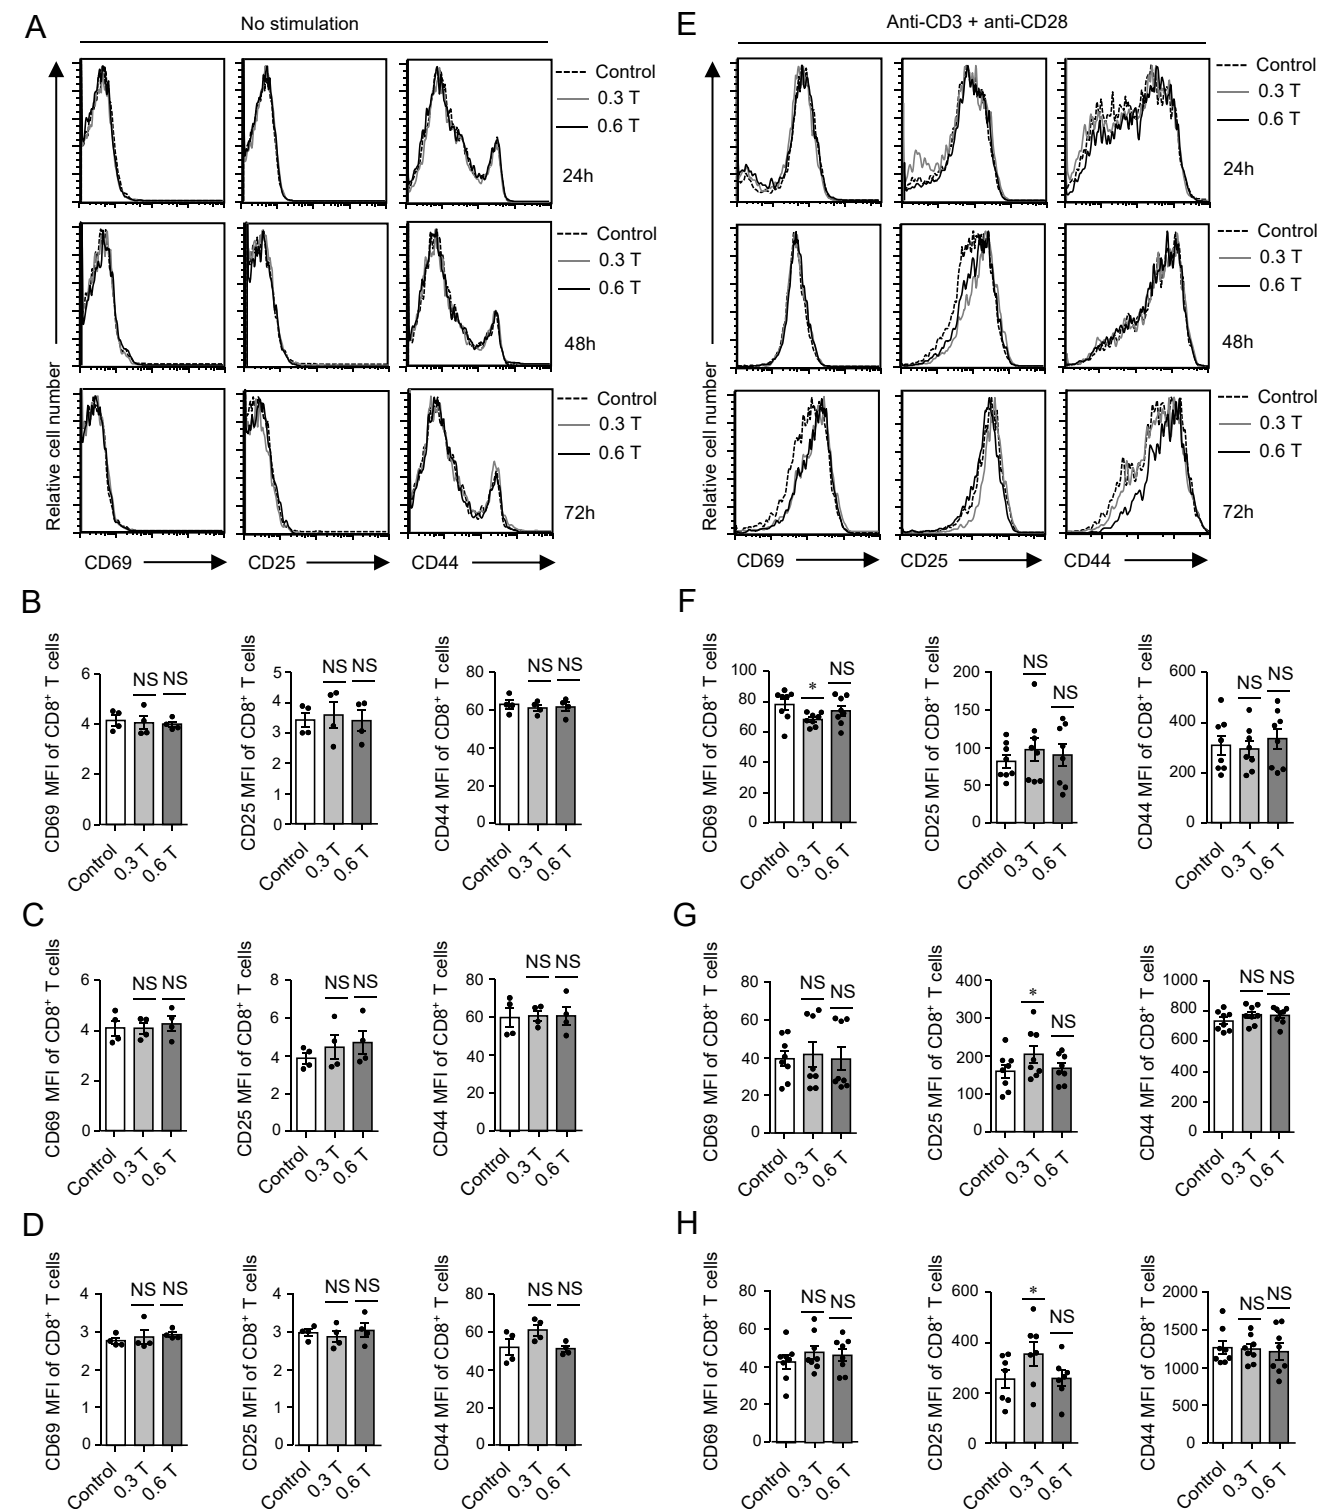

**Figure S3. Cellular effects of moderate SMFs on the expression of CD8<sup>+</sup> T cell activation markers.** (A) Histograms showing the surface expression of CD69, CD25 and CD44 of CD8<sup>+</sup> T cells analyzed by flow cytometry. Cells were cultured with no stimulation for 24h, 48h and 72h. (B, C and D) MFI (mean fluorescence intensity) statistics for expression of CD69, CD25 and CD44 of CD8<sup>+</sup> T cells with no stimulation for 24h (B), 48h (C), and 72h (D) (n=4). (E) Histograms showing the surface expression of CD69, CD25 and CD44 of CD8<sup>+</sup> T cells analyzed by flow cytometry. Cells were stimulated with anti-CD3 and anti-CD28 for 24h, 48h and 72h. (F, G and H) MFI statistics for expression of CD69, CD25 and CD44 of CD8<sup>+</sup> T cells stimulated with anti-CD3 and anti-CD28 antibodies for 24h (F), 48h (G), and 72h (H) (n=8). Cell samples were cultured in the presence of 0.3 T or 0.6 T permanent magnets, and control cells were treated without magnets. Data were analyzed by Student's t-test; NS, no significance, \*P < 0.05. Error bars indicate the s.e.m. Data are representative of or combined from at least three independent experiments.

Supplementary Figure 4.

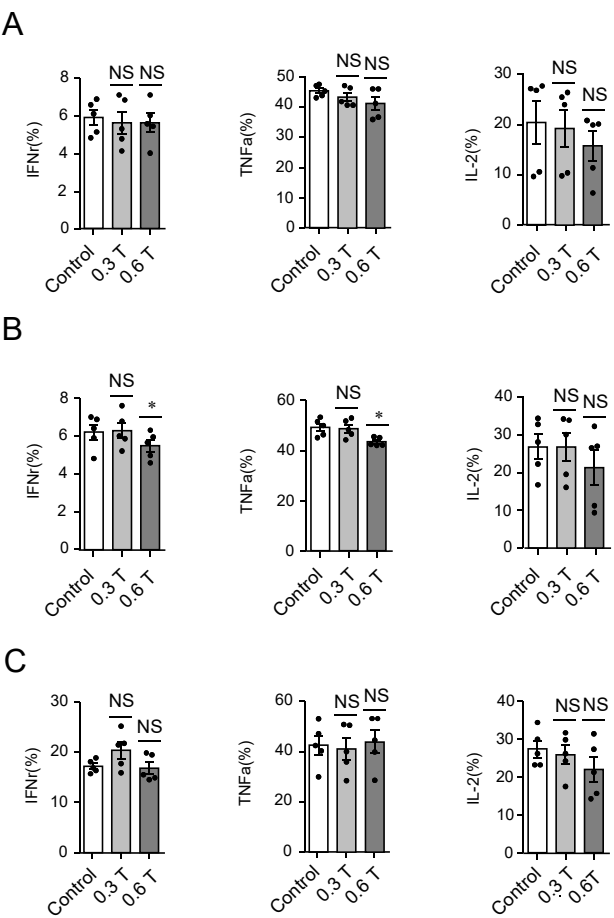

**Figure S4. Moderate SMFs have no obvious effects on CD4<sup>+</sup> T cell cytokine secretion.** Percentage statistics for the expression of IFN $\gamma$ , TNF $\alpha$  and IL-2 of purified CD4<sup>+</sup> T cells stimulated with anti-CD3 and anti-CD28 antibodies for 24h (A), 48h (B), and 72h (C) (n=5). Cell samples were stimulated in the presence of 0.3 T or 0.6 T permanent magnets, and control cells were treated without magnets. Data were analyzed by Student's t-test; NS, no significance, \*P < 0.05. Error bars indicate the s.e.m. Data are representative of or combined from at least three independent experiments.

Supplementary Figure 5.

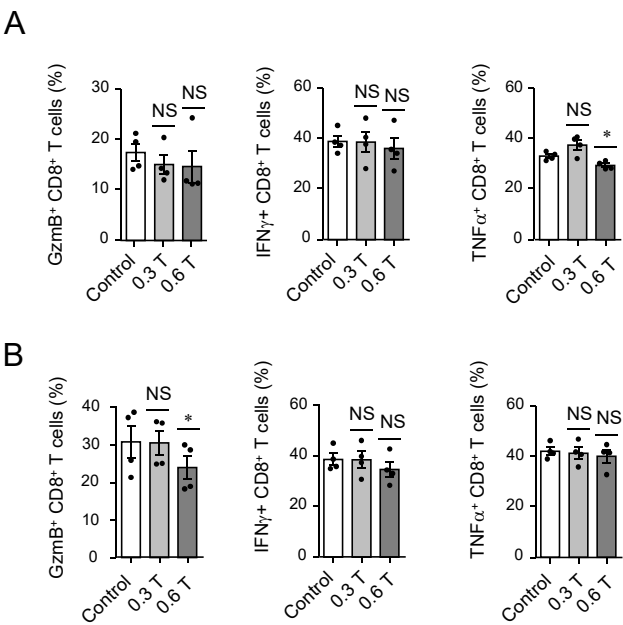

**Figure S5. Moderate SMFs have on obvious effects of CD8<sup>+</sup> T cell granule and cytokine secretion at 24h and 48h stimulation.**

Percentage statistics for the expression of GzmB, IFN $\gamma$  and TNF $\alpha$  of CD8<sup>+</sup> T cells stimulated for 24h (A, n=4) and 48h (B, n=4). Data were analyzed by Student's t-test; NS, no significance, \*P < 0.05. Error bars indicate the s.e.m. Data are representative of or combined from at least three independent experiments.

Supplementary Figure 6.

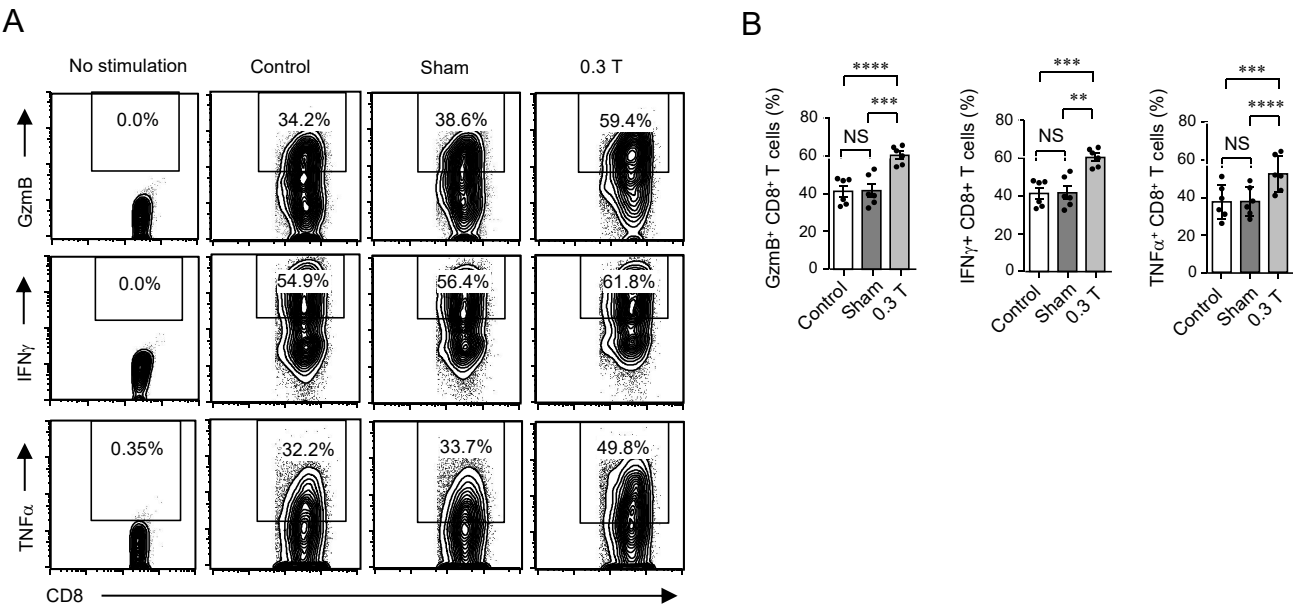

**Figure S6. Sham materials have no obvious effects on CD8<sup>+</sup> T cell granule and cytokine secretion.** (A) Cytokine/granule production of stimulated CD8<sup>+</sup> T cells analyzed by flow cytometry. Cell samples were stimulated with anti-CD3 and anti-CD28 antibodies for 72 h in the presence of sham materials and 0.3 T permanent magnets, and control cells were treated without magnets. Cell samples with no stimulation were used to show the baseline of cytokine secretion. (B) Percentage statistics for the expression of GzmB, IFN $\gamma$  and TNF $\alpha$  of CD8<sup>+</sup> T cells. Data were analyzed by Student's t-test; NS, no significance, \*\*P < 0.01; \*\*\*P < 0.001, \*\*\*\*P < 0.0001. Error bars indicate the s.e.m. Data are representative of or combined from at least three independent experiments.

Supplementary Figure 7.

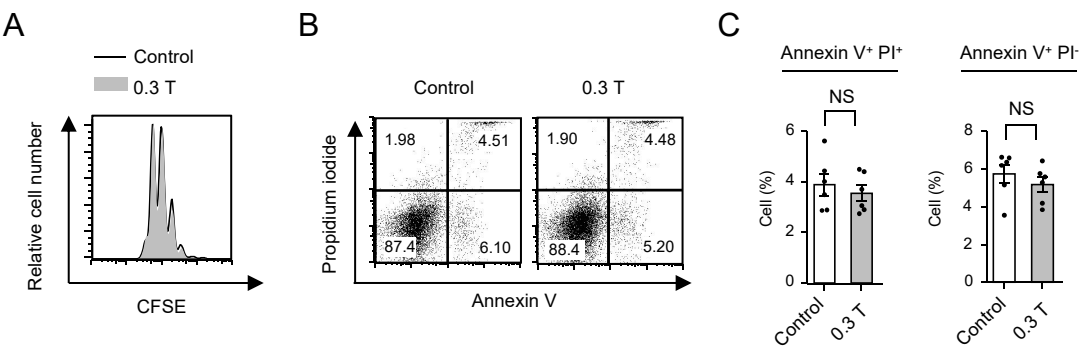

**Figure S7. Moderate SMFs do not influence CD8<sup>+</sup> T cell proliferation and apoptosis.** (A) Representative CFSE staining profiles of CD8<sup>+</sup> T cells stimulated with anti-CD3 and anti-CD28 antibodies for 72h. (B) Survival of CD8<sup>+</sup> T cells stimulated for 72h was assessed by flow cytometry analysis of Annexin V and propidium iodide (PI) staining. (C) Percentage statistics for Annexin V and PI staining of CD8<sup>+</sup> T cells. Cell samples were stimulated in the presence of 0.3 T permanent magnets, and control cells were treated without magnets. Data were analyzed by Student's t-test; NS, no significance. Error bars indicate the s.e.m. Data are representative of or combined from at least three independent experiments.

Supplementary Figure 8.

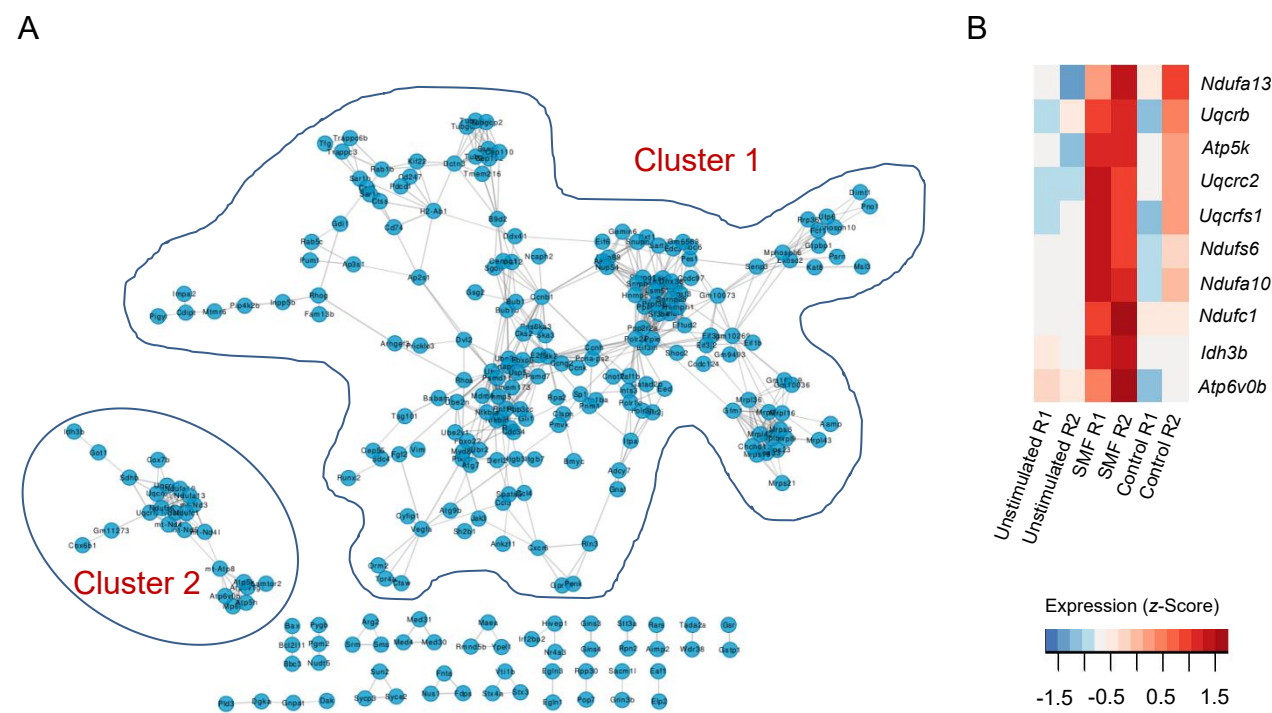

**Figure S8. Moderate SMFs promote gene expressions related with mitochondrial respiratory electron transport chain.**  
(A) PPI network (protein protein interaction network) of relative protein expression of differentially expressed genes in 0.3 T SMF-treated CD8<sup>+</sup> T cells stimulated with anti-CD3 and anti-CD28 antibodies for 72 h and control cells without magnets. (B) A heat map of the relative expression of genes in 0.3 T SMF-treated CD8<sup>+</sup> T cells stimulated with anti-CD3 and anti-CD28 antibodies for 72 h (i.e. SMF), control cells stimulated without magnets (i.e. Control), and fresh (unstimulated) cells without magnets.

## Supplementary Figure 9.

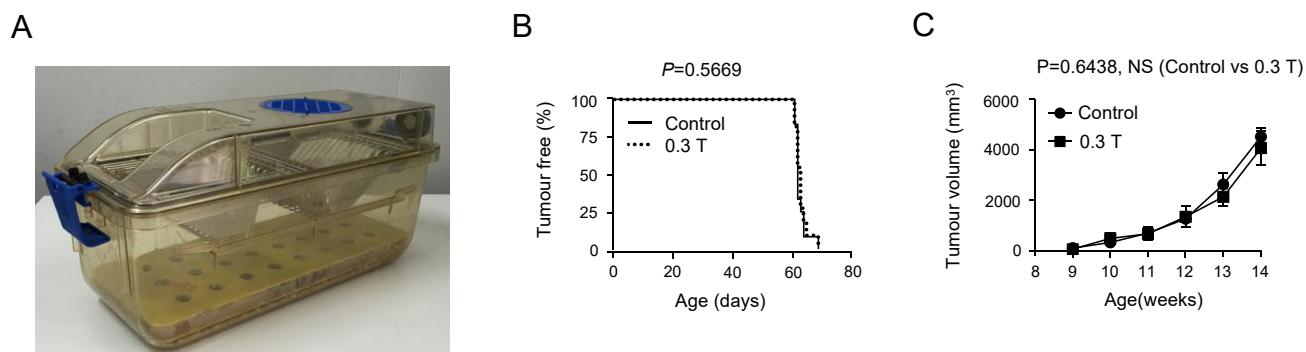

**Figure S9. The magnetic plates embedded with 0.3 T magnets have no obvious effects on tumor onset and growth.**

(A) A magnetic plate was put inside a mouse cage. (B and C) Tumor onset (B;  $n=11$ ) and tumor growth (C;  $n=7$ ) of PyMT mice exposed to 0.3 T magnetic plates were constantly monitored, and littermates exposed to resin fiber plates without magnets were used as controls. Data were analyzed by log-rank test (B) or two-way ANOVA (C). NS, no significance. Error bars indicate the s.e.m. Data are representative of or combined from at least three independent experiments.

Supplementary Figure 10.

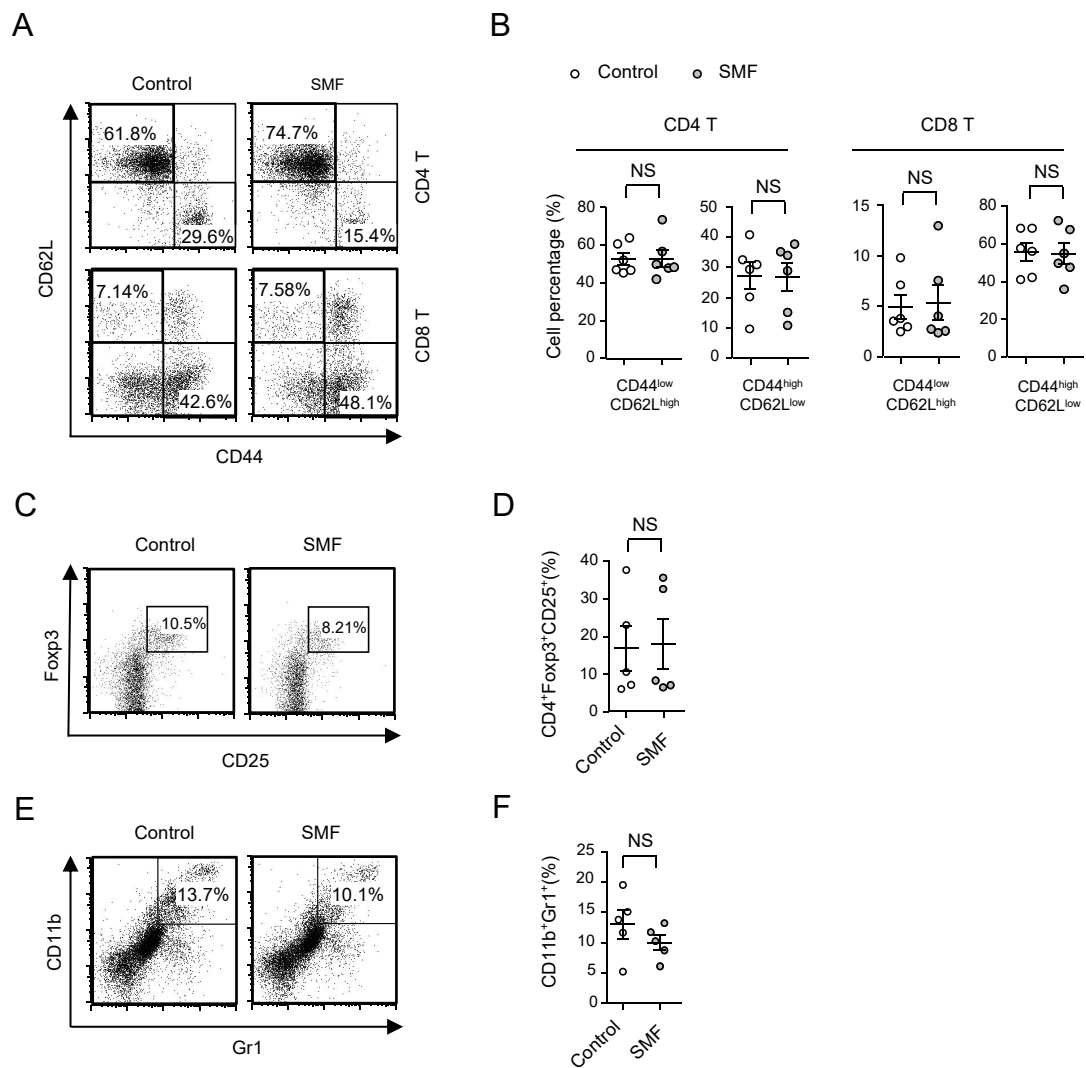

**Figure S10. Moderate SMFs do not affect subpopulations of tumour-infiltrating CD8<sup>+</sup> T cells.** (A) Expression of CD62L and CD44 of tumour-infiltrating T cells of PyMT mice analyzed by flow cytometry. (B) Percentage statistics for CD44<sup>low</sup> CD62L<sup>high</sup> and CD44<sup>high</sup> CD62L<sup>low</sup> T cells (n=6). (C) Flow cytometry analysis of Treg (CD4<sup>+</sup>CD25<sup>+</sup> Foxp3<sup>+</sup>) cells of tumour-infiltrating CD4<sup>+</sup> T cells from PyMT mice. (D) Percentage statistics for Treg cells (n=5). (E) Myeloid-derived suppressor cells (MDSC) (Gr1<sup>+</sup> CD11b<sup>+</sup>) in the tumour microenvironment were assessed using flow cytometry. (F) Percentage statistics for MDSC (n=5). Data were analyzed by Student's t-test; NS, no significance. Error bars indicate the s.e.m. Data are representative of or combined from at least three independent experiments.

Supplementary Figure 11.

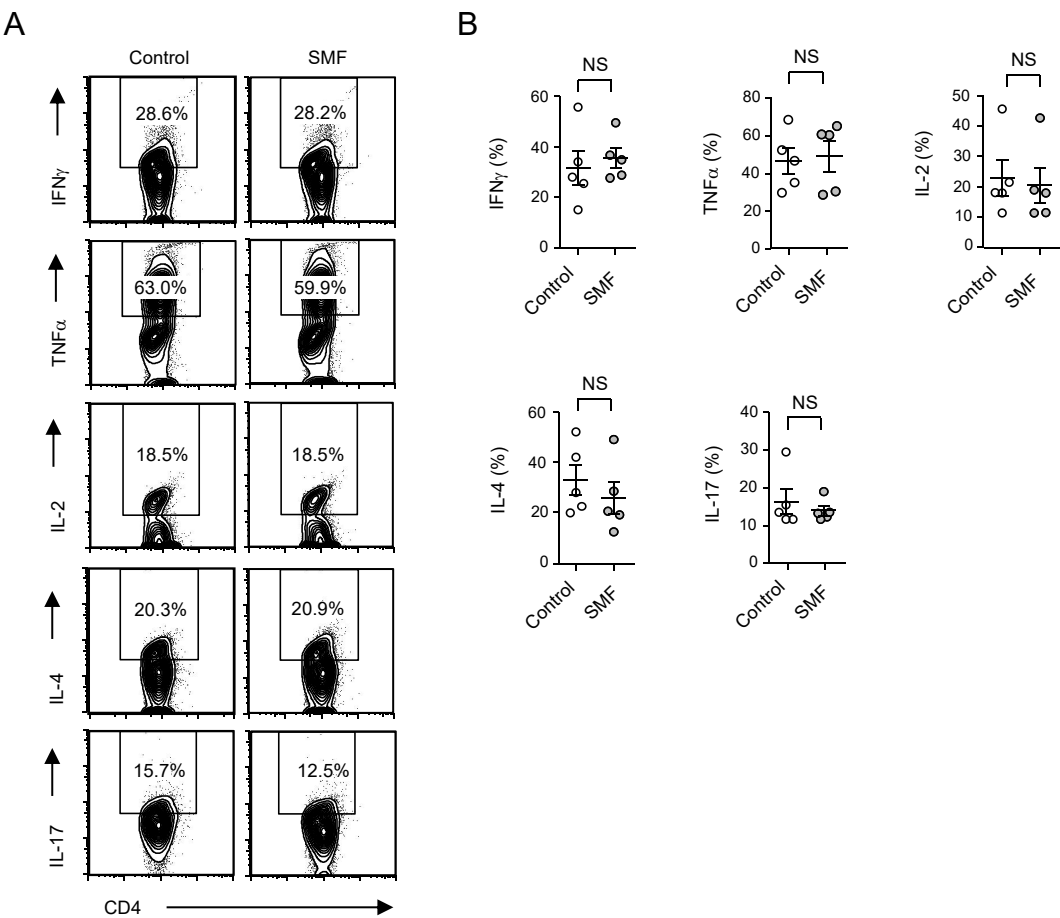

**Figure S11. Moderate SMFs do not influence cell cytokine secretion of tumour-infiltrating CD4<sup>+</sup> T cells.**

(A) The cytokine productions of tumour-infiltrating CD4<sup>+</sup> T cells of PyMT mice were assessed using flow cytometry. (B) Percentage statistics for the cytokine productions of tumour-infiltrating CD4<sup>+</sup> T cells (n = 5). Data were analyzed by Student's t-test; NS, no significance. Error bars indicate the s.e.m. Data are representative of or combined from at least three independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

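RNA was measured in 6 libraries of mouse CD8+ T cells, 2 each of fresh unstimulated cells, cells stimulated for 72 h in a 0.3 T static magnetic field (SMF) and control cells stimulated for 72 h without magnets. Groups and replicate numbers were taken from the sample labels and the paper. The authors deposited 1 file per library from StringTie 1.3.5, run on GRCm38 with the GENCODE M19 annotation, restricted to annotated transcripts and with the reads treated as stranded. Each file gives 137767 transcripts with 3 values: FPKM and TPM, which the authors' StringTie runs normalized for library size and transcript length, and the deposited coverage, the mean number of reads per base, which is not normalized. The aligner is not named in the paper's text. A further deposited table of gene FPKM has 3 value columns that match no sample, and these columns were not used here. The test plan had assumed that table as the source of gene values; gene FPKM was instead summed over transcripts from the 6 files, in the same unit.

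Depth was computed as deposited coverage times transcript length, summed over transcripts. It ranged from 64.4 Mb in control replicate 1 to 259 Mb in SMF replicate 1. Whole reads could not be recovered, so no counting intervals are given, and a value of 0 is reported only as a listing at 0. The types of the genes came from GENCODE M21, with 54409 identifiers matched and 37 not matched; positions are those of the authors' files.

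Genes with a mean of at least 1 FPKM over the 6 libraries were tested, 14991 of 54446. The values log2(FPKM + 1) were fitted with limma 3.58.1 in R 4.3.3 on the 3 groups together, with the variance trend, which leaves 3 residual degrees of freedom per gene. A gene was called at the paper's thresholds, a fold change of at least 2 and an unadjusted p of at most 0.05, and Benjamini-Hochberg adjusted p values are given beside the calls. The gene lists, by symbol, the main tests and the alternatives other than the 2 named as added were set before the data were examined; several checks in the closing section were chosen later and are named there. The lists were the 10 respiratory chain genes of the primer list, nuclear-encoded and mitochondrially encoded respiratory chain subunits, RNA processing families, mitochondrial ribosomal proteins, candidate magnetoreceptor genes, granule and cytokine genes, activation markers, and marker genes of CD8 T cells, B cells, myeloid cells, erythroid cells and CD4 T cells. Of these, 4 lists were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation and fry as alternatives. The genes named were fixed by a rule set at the same time: every gene of the short lists, *Actb*, and the 5 largest rises and 5 largest falls among called genes with a mean of at least 5 FPKM and no overlap between SMF and control libraries.

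The procedure was tested on simulated data for SMF against control over the 14991 genes, with 200 genes changed. Of these 69.0% were called, and 97.2% of those changed 8-fold, while 4.04% of unchanged genes were called; 90 genes had an adjusted p under 0.05. The slope of fitted on true log2 fold changes was 0.997. Camera gave 6.5e-09 for a shifted gene set and 0.905 for an unchanged one, and a trend on length of slope 0.296 was 0.0012 after removal. The simulated genes were independent and normally distributed, with a spread that followed the mean and no difference between runs. The simulation therefore does not test camera's preset correlation, the handling of values at 0 or the confounding of run and field.

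Sequencing runs were read from the dates in the file headers. The 3 runs held unstimulated and control replicate 1, unstimulated and control replicate 2, and both SMF libraries, so 0 runs held both SMF and control libraries. Further comparisons used Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. Medians of lists were set against 10000 random lists of protein-coding genes with several exons, matched on mean FPKM in 20 bins. This was repeated with each SMF or control library left out of list and random lists alike, and among genes above 0 in every library. Nuclear copies of mitochondrial genes were found with minimap2 2.31 as transcripts that align to a mitochondrial transcript over at least 200 bases, and exons facing each other on opposite strands with bedtools 2.31.1. Alternatives were other pseudocounts, filters, scalings, gene TPM, variance models, a replicate block, removal of a trend on length, other set tests and fold limits, and leaving out each library in turn; 2 more were added after the data were seen.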

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

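The comparison of identical with differing nuclear copies, the question of runs, the comparisons of the mitochondrial ribosomal proteins with matched lists with a library left out or above 0 in every library, the rescaling, and the restriction to protein-coding genes with several exons, were tests chosen only after the results were seen. The test of these proteins against matched lists with all libraries was not.

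Mitochondrial ribosomal proteins, a class that the paper does not report on, were higher in SMF-treated than in control cells. Of 75 genes, 66 were higher, the median log2 fold change was 0.90, and 48 had no overlap between the groups. At the thresholds 21 were called higher and 1 lower; 0 passed an adjusted p of 0.05 over all genes and 1 when adjusted over the list alone, from limma with Benjamini-Hochberg adjustment. The set's adjusted p was 1.11e-04 in limma's camera, 0.0895 with the estimated correlation and 0.0139 in fry. Random lists of protein-coding genes matched on expression had a median of 0.63, and the proteins lay above 99.18% of 10000 such lists, the central 95% of which ran from 0.40 to 0.85. With one SMF or control library left out of proteins and random lists alike, the proteins lay above 96.3% of lists without SMF replicate 1, above 99.9% without SMF replicate 2, and above 99.1% without either control replicate. Among the 52 proteins with a value above 0 in every library, the median was 0.70, above 81.4% of lists of such genes. Rescaling to one FPKM sum over protein-coding genes with several exons, which was added after seeing the data, left a median of 0.60 (adjusted p = 3.42e-04 in limma's camera with Benjamini-Hochberg adjustment). With only such genes tested, also added after seeing the data, the median was 0.90 (adjusted p = 0.0159 in the same test). Whether the larger share of values on protein-coding genes in the SMF libraries accounts for the whole rise therefore stays open, because the excess over matched lists did not hold in every comparison. The rise also cannot be told apart from a difference between sequencing runs, since 0 of the 3 runs held both groups. An effect of the field stays open and untested.

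Nuclear copies of mitochondrial genes on chromosome 1 of GRCm38, between 24611535 and 24616197, rose more than most genes. In 7 copies identical to the mitochondrial sequence over the aligned bases, the median log2 fold change was 2.07, from 1.80 to 6.14, with no overlap between SMF and control libraries in 7 of 7. *Gm10222*, identical to *mt-Nd4l*, had 230 and 288 FPKM in the SMF libraries and 3.66 and 1.87 in the control libraries (adjusted p = 0.0420 from limma with Benjamini-Hochberg adjustment), and the adjusted p of the other 6 ran from 0.136 to 0.179 in the same test. Taken as a set, the copies are consistent with reads of mitochondrial transcripts having been counted on these copies. All 37 genes of the mitochondrial chromosome were listed at 0, the mean over the 6 libraries had a median of 141 FPKM among the identical copies and was at least 58.1, and among the 8 copies that differ from the mitochondrial sequence it had a median of 0.442 and was at most 13.8. Outside the SMF libraries *Gm10222* is an exception, with 3.42 and 2.68 FPKM in the unstimulated and 3.66 and 1.87 in the control libraries, where *Gm13340*, a differing copy chosen after its values were seen, had 10.7 and 2.67, and 4.60 and 4.26. *Gm13340* had 31.1 and 29.5 FPKM in the SMF libraries, a log2 fold change of 2.53, so a differing copy rose too. For *Gm13339*, another differing copy, the log2 fold change was 0.30. Why the identical copies and *Gm13340* were higher in the SMF libraries stays open. A higher level of mitochondrial transcripts in SMF-treated cells and a difference between sequencing runs cannot be told apart, with 0 of the 3 runs holding both groups.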

How the results depend on the processing

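Results were recomputed, where a setting applies to them, under 17 alternatives of the original plan, 2 added after seeing the data (rescaling to one FPKM sum over protein-coding genes with several exons, and testing only those genes), and with each of the 6 libraries left out. The directions of the 4 gene list medians held wherever a value was computed; there is none for a fold change of 1.5, for the ratio of mean FPKM or with an unstimulated library left out. No called value reversed, and counts of calls have no values with a library left out. Unless given below, the cause of a change was not tested.

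The counts of calls moved with the scaling and with the genes tested. Against 1868 genes higher and 857 lower (68.6% higher), quantile normalization gave 1030 and 1215 (45.9%), the shift to one median 877 and 1441 (37.8%), removal of the trend on length 981 and 1261 (43.8%), the replicate block with that removal 974 and 1319 (42.5%), and the added rescaling 858 and 1360 (38.7%). These 5 settings took the median log2 fold change of all genes from 0.32 to 0.06, -0.02, 0.06, 0.06 and 0.02, and with it the excess of higher genes. Gene TPM went the other way, with 2298 and 724 (76.0%) and a median of 0.42. The added restriction to protein-coding genes gave 1787 and 271 (86.8%), and 3426 genes 2-fold apart by mean FPKM in place of 5540; a mean of at least 5 FPKM gave 3457, with fewer genes tested in both. Without sharing of variance between genes, 1235 were higher and 533 lower.

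Against 4 genes with an adjusted p under 0.05 between SMF and control from limma with Benjamini-Hochberg adjustment, pseudocounts of 0.1 and 0.01 gave 1 each and a mean of at least 5 FPKM gave 7. The count was 0 with no filter (3311 genes at an unadjusted p of at most 0.05), with only the 2 groups compared (3081), with the replicate block (3086), with the length trend removed (2545), with both (2613) and with the added rescaling (2599). For control against unstimulated cells, 1271 became 830 with no filter, 6 with only those 2 groups and 451 without sharing of variance; for SMF against unstimulated cells, 3537 became 1321 without sharing of variance.

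Of *Gzmb*, *Tnf* and *Ifng*, 2 were called higher. With pseudocounts of 0.1 and 0.01, the median shift, gene TPM or only the 2 groups compared, 1 was. With the length trend removed, with or without the block, without sharing of variance and with the added rescaling, 0 were.

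With the estimated correlation in camera, the set tests no longer passed at the unchanged medians of 1.57 for the 10 respiratory chain genes, 1.12 for the nuclear-encoded subunits, 0.97 for the RNA processing families and 0.90 for the mitochondrial ribosomal proteins; the adjusted p were 0.159, 0.0895, 0.0747 and 0.0895. With one library of SMF or control left out, the median ran from 0.70 (without control replicate 1) to 2.14 for the 10 genes, from 0.92 to 1.26 for the subunits, and from 0.83 to 0.98 for the RNA processing families. These fits leave 1 library in a group and give no calls. Apart from these, 80 values of single genes and smaller results changed: 55 weaker, 9 stronger and 16 moved, of 680.

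Replicate numbers are shared by the groups, but the deviations of same-numbered libraries hardly went together: their correlation across genes was 0.10 for unstimulated and control cells, which also shared runs, 0.03 for unstimulated and SMF-treated cells and 0.02 for SMF-treated and control cells. With the replicate block 1837 genes were higher and 873 lower, 1049 passed the adjusted threshold for control against unstimulated cells and 3343 for SMF-treated against unstimulated cells, and 1 of the 4 magnetoreceptor candidates, *Isca2*, was called in place of 0. Of the 10 respiratory chain genes, 7 were called in place of 6. For comparisons with the SMF libraries, the sequencing run could not be fitted as a term, and no alternative addresses it. Unstimulated and control libraries of the same replicate number shared a run, so between these groups the block also stands for the run. The low depth of control replicate 1, with 64.4 Mb covered and 19.7% of tested genes listed at 0, limits every fold change that rests on it.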

Differences from the paper's values

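The paper describes 10 genes that it relates to the respiratory chain as upregulated in SMF-treated cells. Its RNA-Seq methods set a fold change of 2 and a p value of 0.05 but name no test for that p value. Here 6 of the 10 met both limits by limma's test, which may not be the test that the paper used. Among alternatives set before the data were examined, a mean of at least 5 FPKM, gene TPM, the replicate block and robust eBayes gave 7. The restriction to protein-coding genes with several exons, chosen after seeing the values, also gave 7. None reached 10. The others gave 6 with no filter, with a fold change of 1.5 and with the fold from the ratio of mean FPKM, 4 with the replicate block and the length trend removed, 3 with either smaller pseudocount, quantile normalization or the length trend removed, and 2 with the median shift, only the 2 groups compared, no sharing of variance or, added after seeing the values, the rescaling. Among the 4 genes not called here, *Uqcrb* was called with the replicate block, with or without the length trend removed, *Uqcrfs1* with the replicate block, and *Uqcrc2* with no filter, a mean of at least 5 FPKM, gene TPM, robust eBayes and the added restriction. *Ndufa13* was called under none of the settings run.

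Supplementary Fig. S8B shows the 10 genes highest in the SMF libraries. Here 9 of 10 were higher in both SMF libraries than in both control libraries, and *Ndufa13* was not, with 13.5 FPKM in SMF replicate 1 and 17.6 FPKM in control replicate 2. The network of Supplementary Fig. S8A includes mitochondrially encoded genes, and all 37 genes of the mitochondrial chromosome were listed at 0 here.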

Other observations

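The tests of one scaling factor, of subunits above 0 in every library, of matched lists with a library left out, of runs and of marker genes were chosen only after the results were seen. The tests of strand, of matched lists for the subunits and of a trend on length were written before their results were seen.

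The nuclear-encoded respiratory chain subunits were higher in SMF-treated than in control cells. Several technical explanations are argued against as the whole cause. The larger share of values on protein-coding genes in the SMF libraries lifted matched random lists to a median of 0.56 (0.33 to 0.77 in the central 95% of lists). The median of the subunits, 1.12, lay above 100% of the 10000 lists, and did so too with any one SMF or control library left out of both. The lists were matched on mean FPKM only and drawn gene by gene, so correlation between the subunits is not counted. They argue against a lift shared alike by all such genes, not against one that differed between kinds of genes. With the trend on transcript length removed the median of the subunits was 1.04, and under 3 scalings its lowest value was 0.76, while the median of all genes went to about 0. Among the 63 subunits with a value above 0 in every library the median was 1.12, and the summed FPKM of all 78 tested was 2.06 times as high in the SMF libraries, so genes listed at 0 in the shallower control libraries do not account for it. RNA of myeloid cells in the control libraries is argued against as the whole cause: 0 of 10 myeloid markers were higher in both control libraries than in both SMF libraries, *Csf1r* was alike with 47.0 and 53.8 against 41.1 and 50.4 FPKM, and *Tyrobp*, with 59.9 and 52.7 FPKM in the unstimulated libraries of the same runs, was listed at 0 in both control libraries. A listing at 0 does not show absence, so a small share is not excluded. RNA of B cells in the control libraries is left open: 6 of 9 B cell markers were higher in both control libraries than in both SMF libraries, such as *Cd74* with 10.6 and 25.1 against 5.75 and 5.71 FPKM, while *Ighm* was lower, with 25.0 and 36.9 against 68.5 and 65.1 FPKM. A difference between sequencing runs cannot be told apart from an effect of the field, since 0 of the 3 runs held both SMF and control libraries. The rise may therefore reflect either, or in part B cells. The median of the 10 selected genes, 1.57, was reached by 1 of 10000 matched lists, but the study chose those genes from its RNA-Seq data, and whether from these libraries is not known here. Without control replicate 1 their median, 0.70, lay above 72.6% of lists. The RNA processing families (197 such genes, median 0.98) were above all 10000 lists, with 0 as high.

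More genes were higher than lower in SMF-treated cells, 1868 against 857. Whether one scaling factor for all genes accounts for the excess stays open: the balance of higher and lower genes follows the scaling, and no value here fixes the scaling. Gene classes did move apart. The median log2 fold change was 0.58 for the 10042 protein-coding genes with several exons and -0.29 for the other 4949 genes, a difference of 0.88. Between single SMF and control libraries this difference was 0.62 to 0.69, and between replicates at most 0.12 in size. One factor alone would not part the classes, but this does not test the excess of calls. A difference between sequencing runs cannot be told apart from an effect of the field on the 2 classes, with 0 of the 3 runs holding both groups.

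Antisense and other noncoding genes took a large share of the values. Genes of the antisense type held 24.7% and 20.4% of FPKM in the control libraries, 22.2% and 19.5% in the unstimulated libraries and 12.3% and 12.8% in the SMF libraries. *Gm11175*, *AY036118* and *CT010467.1* together held 10.4% and 12.9% in the control libraries and 2.11% and 1.81% in the SMF libraries. *Gm11175* lies opposite *Jund* on chromosome 8 and had 37176 and 20737 FPKM in the control libraries, where *Jund* had 166 and 93.8. *Gm37376* lies opposite *Malat1* on chromosome 19 and had 2490 and 1094 FPKM, where *Malat1* had 32.0 and 12.1. Of 90 pairs of a single-exon antisense gene and the protein-coding gene it faces, the antisense gene was higher in 68. These 4 genes were chosen after their values were seen. A candidate explanation is that unspliced reads were counted on the strand opposite to their gene. Last exons of at least 1 kb, where most reads cross no junction, had 0.250 to 0.440 of the coverage of internal exons, as that explanation predicts, but last exons under 300 bases had 0.249 to 0.370, less than those of at least 1 kb in every library. Last exons of at least 4 kb had 0.137 to 0.346, less than the short ones in every library but unstimulated replicate 2. The comparisons with the short exons and with those of 4 kb were chosen after the values were seen, and they point opposite ways. Loss of coverage at the ends of transcripts and strand assignment cannot be told apart from these values. No biological explanation was tested.

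The granule and cytokine genes, which the paper measured by real-time PCR, were read from the RNA-Seq libraries too. *Gzmb* had 2282 and 4283 FPKM in the SMF libraries and 1494 and 1565 in the control libraries, a log2 fold change of 1.03 (adjusted p = 0.179 from limma with Benjamini-Hochberg adjustment), and 0.58 without SMF replicate 2. *Tnf* had 21.5 and 23.9 FPKM against 7.01 and 2.90, a log2 fold change of 2.08 (adjusted p = 0.201 from limma with Benjamini-Hochberg adjustment). *Ifng* overlapped, with 187 and 308 FPKM against 310 and 175, a log2 fold change of 0.05. In the paper's real-time PCR (Fig. 1C), *Gzmb* and *Ifng* were higher in SMF-treated cells and *Tnf* did not change significantly. Here *Gzmb* was likewise called higher, but *Tnf* was called and *Ifng* was not, which differs from the PCR for both. Adjusted over the list alone, 0.0434 was reached by *Gzmb* and *Tnf* in limma with Benjamini-Hochberg adjustment. Stimulation raised *Gzmb* by 7.01 and *Ifng* by 3.59 on the log2 scale in control cells against unstimulated cells. *Tnf* was 1.56 higher but not called (unadjusted p = 0.0765 in limma's test). Its change ran from 0.64 to 2.48 with one unstimulated or control library left out. Among activation markers, the log2 fold change between SMF-treated and control cells was 1.21 for *Cd44*, 0.82 for *Il2ra* and 0.80 for *Cd69*. Only *Cd44* passed the thresholds. It no longer did with quantile normalization (0.93), the median shift (0.86) or the added rescaling (0.85). Nor did it with the length trend removed, with or without the replicate block (0.79). *Actb*, the reference gene of the paper's real-time PCR, overlapped between the groups, with 1348 and 974 FPKM in the SMF libraries and 463 and 1208 in the control libraries. All of these values carry the difference between runs.

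By the rule for named genes, the largest rises in SMF-treated over control cells were *Gm10222*, *Gm11100*, *Gm26330*, *2610020C07Rik* and *Trbj2-4*. *Gm11100* had 104 and 114 FPKM in the SMF libraries and 2.09 and 2.17 in the control libraries, but 82.0 and 0.487 in the unstimulated libraries. *2610020C07Rik*, an antisense gene facing *Gspt1*, had 34.7 and 35.4 FPKM against 0.360 and 0.292, and 6.70 and 6.76 in the unstimulated libraries. *Gm26330*, a small nucleolar RNA gene, had 45.3 and 27.4 FPKM against 0.386 and a listing at 0. In the unstimulated libraries *Gm26330* had 14.3 and 29.4 FPKM, which overlapped with the SMF libraries. *Trbj2-4*, a T cell receptor joining segment, had 13.9 and 46.7 FPKM in the SMF libraries and was listed at 0 in the other 4. It is 49 bases long, with 212 and 626 bases covered in the SMF libraries, so its FPKM rests on little coverage. *Gm26330* is 104 bases long, with 1467 and 779 bases covered in the SMF libraries and 3 and 0 in the control libraries. The largest falls were *Gm29439*, *Gm43701*, *Lst1*, *Mir199a-1* and *Gm22201*. *Gm29439*, an antisense gene facing *Cd22*, was listed at 0 in both SMF libraries and had 62.1 and 42.8 FPKM in the control libraries and 629 and 342 in the unstimulated libraries. *Lst1* was listed at 0 in both SMF libraries and had 38.5 and 19.6 FPKM in the control libraries. *Gm43701* and *Gm22201* were also listed at 0 in both SMF libraries, and *Mir199a-1* in SMF replicate 1. *Gm22201*, 59 bases long, had 265 and 118 bases covered in the control libraries. *Mir199a-1*, 70 bases long, had 642 and 659 there, so the falls of both also rest on little coverage.

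Marker genes of other cells were summed per library, with no test. B cell markers summed to 652 and 682 FPKM in the unstimulated libraries, 79.9 and 76.5 in the SMF libraries and 86.0 and 90.8 in the control libraries. Myeloid markers summed to 236 and 293, 86.7 and 82.1, and 47.0 and 90.3 FPKM in the same order, erythroid markers to 18.3 and 21.8, 10.1 and 1.51, and 5.21 and 7.16 FPKM, and CD4 T cell markers to 4.30 and 7.22, 0.890 and 1.72, and 0.908 and 3.55 FPKM. CD8 T cell genes summed to 521 and 632, 748 and 629, and 271 and 441 FPKM. Of the myeloid markers, *Csf1r* had 68.5 and 63.9, 41.1 and 50.4, and 47.0 and 53.8 FPKM, and *Lyz2* had 42.4 and 74.0 FPKM in the unstimulated libraries and was listed at 0 in the other 4. *Cd8a* had 92.5 and 105, 192 and 186, and 35.5 and 60.0 FPKM.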
